# Histone deacetylase 11 inhibition promotes breast cancer metastasis from lymph nodes

**DOI:** 10.1038/s41467-019-12222-5

**Published:** 2019-09-13

**Authors:** Patrick L. Leslie, Yvonne L. Chao, Yi-Hsuan Tsai, Subrata K. Ghosh, Alessandro Porrello, Amanda E. D. Van Swearingen, Emily B. Harrison, Brian C. Cooley, Joel S. Parker, Lisa A. Carey, Chad V. Pecot

**Keywords:** Breast cancer, Metastasis

## Abstract

Lymph node (LN) metastases correspond with a worse prognosis in nearly all cancers, yet the occurrence of cancer spreading from LNs remains controversial. Additionally, the mechanisms explaining how cancers survive and exit LNs are largely unknown. Here, we show that breast cancer patients frequently have LN metastases that closely resemble distant metastases. In addition, using a microsurgical model, we show how LN metastasis development and dissemination is regulated by the expression of a chromatin modifier, histone deacetylase 11 (HDAC11). Genetic and pharmacologic blockade of HDAC11 decreases LN tumor growth, yet substantially increases migration and distant metastasis formation. Collectively, we reveal a mechanism explaining how HDAC11 plasticity promotes breast cancer growth as well as dissemination from LNs and suggest caution with the use of HDAC inhibitors.

## Abstract (web summary)

The prognosis of cancer patients with lymph node (LN) metastasis is worse than those without. Here, the authors report that while histone deacetylase 11 (HDAC11) inhibition suppresses tumor growth within the LN, it also promotes cancer cell migration out of the LN to form distant metastasis, and therefore suggest caution with HDAC inhibitors.

## Introduction

Metastasis causes ~90% of all cancer-related deaths. Although the most common site of initial spread in most cancers is to lymph nodes (LNs), which corresponds with a worsened prognosis, the contribution that locoregional LN metastasis has on seeding distant organs remains highly controversial^1–3^. For example, several large cohort studies have shown that the presence of microscopic LN metastases corresponds with poor survival^4–6^. However, clinical trials investigating the relationship of LN metastasis treatment with survival have yielded conflicting results^7–9^. Furthermore, while molecular profiling and phylogenetic analyses suggest LN metastases often give rise to distant metastases in colon cancer (~35% incidence)^10^, another study in breast cancer found no evidence that LN metastases are required for dissemination to distant sites^11^. In mouse models, several mechanisms promoting tumor lymphangiogenesis have also correlated with the development of distant metastasis^12–15^. Recently, the first direct experimental evidence of LN metastases seeding distant metastases has emerged^16–19^, which showed that cancer cells egress from LNs predominantly through the draining LN blood vessels. However, the mechanistic underpinnings explaining how tumor cells exit the LN are still unknown. This represents a critical knowledge gap in metastatic biology^20^, especially because the mechanisms governing LN metastasis may be unique from those promoting direct hematogenous spread from the primary lesion.

Here we show that LN metastases in breast cancer patients often phylogenetically resemble distant metastases. Using several experimental models, we show how LN metastasis establishment occurs through increased expression of a poorly understood chromatin modifier, histone deacetylase 11 (HDAC11). Interestingly, while genetic and pharmacologic blockade of HDAC11 decreases LN tumor growth, it substantially increases migration and promotes distant metastasis formation. Our findings demonstrate that establishment of LN metastasis, and then egress from LNs to distant sites, is both highly efficient and dynamic. Additionally, these findings reveal a next context for evaluation of cancer therapeutics and suggest caution with the use of HDAC inhibitors (HDACis).

## Results

### LN and distant metastases share a common origin

Because a recent report found no evidence that LN metastases were required for the development of distant metastases in breast cancer^11^, we first analyzed a cohort of seven breast cancer patients from the University of North Carolina Breast Cancer Rapid Autopsy Program (UNC RAP) for whom primary tumors (T), LN metastasis (L), and distant metastases (D) were collected^21^. Single-nucleotide variant data analysis with pairwise distance measurements (Jensen–Shannon distances (JSDs))^10^ was used to determine whether the LN samples were phylogenetically closer to the primary lesion or to distant metastases. If in a patient’s phylogenetic tree we observed that at least one distant metastasis sample was in the same clade with a LN sample and no other primary sample, we then concluded it as “LN-met mediated,” which implies that the LN metastases gave rise to one or more distant metastases. In all other cases, we concluded it as “LN-met independent”, which implies that the primary tumor directly seeded the distant site hematogenously. Compiling a ratio of the phylogenetic distance between D and L tumors over the phylogenetic distance between D and T tumors revealed that five out of the seven (71%) patients displayed evidence of a LN-met-mediated spread with at least one distant metastasis (Fig. 1a, b, d–f), suggesting that distant breast cancer metastases can be seeded from LN metastases in breast cancer. Bootstrapping analysis revealed high confidence classification of these clades (Fig. 1c). In particular, distance ratios for patients A15, A20, and A34 showed that in some patients there is evidence that distant metastases in these patients share a more recent common ancestor with LN metastases than with primary tumors (Fig. 1a, b, d–f). These results suggest that LN metastases seeded distant metastases; however, we cannot exclude the possibility that the distant metastases instead seeded the LN metastases. We also found evidence for direct hematogenous route of metastasis from the primary tumor to distant sites, as we also observed in nearly all patients evidence of distant lesions that were more closely related to the primary tumors. Two out of seven patients displayed only “LN-met-independent” spread (Fig. 1c, g). These findings suggest that both lymphatic and direct hematogenous routes of spread commonly co-occur in breast cancer.

**Fig. 1:**
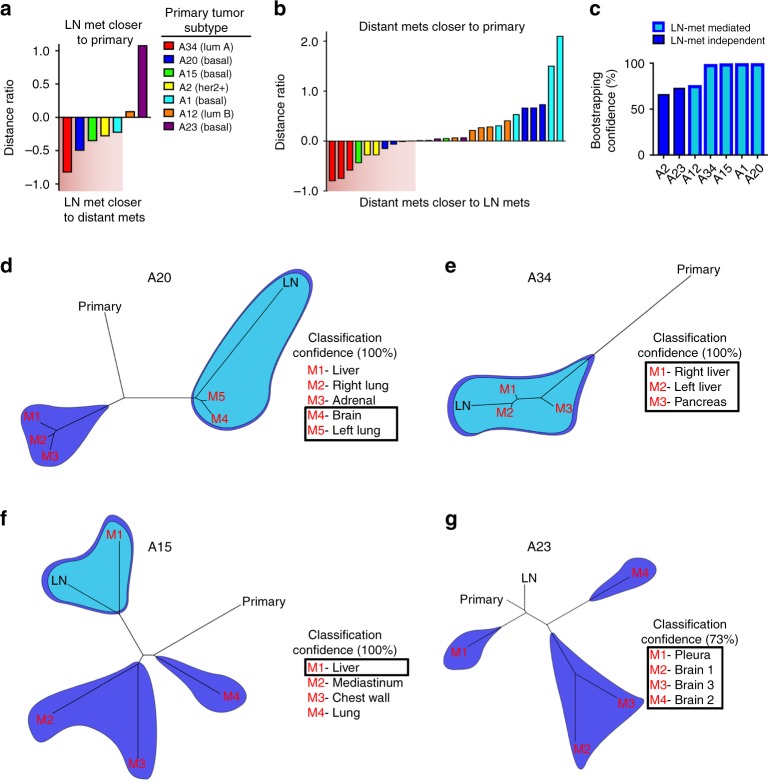
Metastatic breast cancer patient phylogenetic analysis show that LN metastases efficiently metastasize to distant organs. **a** Distance ratios from metastatic breast cancer patient samples on a patient and **b** individual metastasis basis. **c** Bootstrap confidence estimates for each group of patient samples. **d**–**f** Representative patient phylogenetic trees showing examples of LN-met- mediated and **g** LN-met-independent patterns of spread. Light blue shading demarcates LN-containing clades, whereas dark blue shading demarcates distant metastasis clades. Overlapping shading indicates clades containing both LN and distant metastases, implicating a LN-mediated pattern of distant metastases. Boxed in metastasis are those displaying a LN-mediated pattern of spread

### LN metastases can give rise to distant metastases

Despite recent advances in modeling how breast cancer spreads through LN blood vessels^18,19^, the mechanisms and potential pharmacological targets that are involved remain unknown. Much of the complexity stems from the highly interconnected circulatory patterns of the lymphatic and hematogenous vasculatures^22,23^. To address this issue, we utilized a syngeneic mouse breast cancer cell line (4T1) capable of high-fidelity spontaneous metastases to LNs and distant organs^24^. While the 4T1 model histopathologically resembles triple-negative breast cancer, it also resembles the luminal molecular subtype^25^. Starting with the same parental 4T1 line, we generated dual fluorescence and luciferase reporter lines stably expressing either GFP/firefly luciferase (4T1-G/fL) or mCherry/Renilla luciferase (4T1-mCh/rL) as a means to analyze metastasis kinetics. To directly study cells growing in the context of the LN microenvironment, we developed a micro-injection model (Supplementary Fig. 1a). This approach allowed us to fine-tune direct injection into the draining axillary LN (AxLN) and consistently led to 68% take rates (Supplementary Fig. 1b). These AxLN tumors grew within the LN capsule similar to spontaneous AxLN metastases from orthotopic mammary fat pad (MFP) tumors (Supplementary Fig. 1a, c–e), and showed characteristics of natural tumor progression, including necrotic regions and metastasis to the lungs (Supplementary Fig. 1f, g). Using this LN micro-injection model, we determined the kinetics of distant metastasis to the lung using flow cytometry by analyzing various timepoints from 1 day to 6 weeks after AxLN micro-injection (Supplementary Fig. 2a, b). We found that distant metastases were readily detected in the lungs by 2 weeks post injection (Supplementary Fig. 2a).

### Dissemination by the lymphatic route is highly efficient

Considering LNs drain to the lungs via efferent lymphatics or direct LN blood vessel invasion^18,19^, we compared the metastases kinetics from LNs with direct hematogenous seeding by tail vein injection. Surprisingly, we found that LN tumors were significantly more efficient at generating distant metastases based on both number and frequency of micro-metastases in the lungs and brain (Supplementary Fig. 2c–f). To compare the metastatic efficiency of LN tumors with that of primary tumors, we injected equal cell numbers of 4T1-G/fL into the MFP and 4T1-mCh/rL into the corresponding right AxLN of the same mouse (Fig. 2a). The growth of each tumor could be differentiated based on luciferase signal, and tumor growth rate was similar between the two cell lines (Fig. 2b, c). After 6 weeks of growth, the vast majority of the AxLN tumors were mCh+, and <1% of tumor cells were GFP+, suggesting that distant 4T1-GFP/fL metastases most likely occurred via the hematogenous route (Fig. 2d). Using this model, we found that AxLN tumors metastasized to the lungs more efficiently than orthotopic MFP tumors, as indicated by both fluorescence and luciferase signal (Fig. 2e, f). To evaluate whether the difference in metastatic efficiencies was due to an intrinsic difference between the two reporter cell lines, we switched the orientation, micro-injecting 4T1-GFP/fL into the AxLN and 4T1-mCh/rL into MFP. Again, 4T1-GFP/fL cells injected into AxLN were more capable of establishing distant metastases in the lung compared to 4T1-mCh/rL cells injected in MFP (Supplementary Fig. 3a). To better delineate the contribution of hematogenous vs. lymphatic dissemination, we also compared injection of 4T1-mCh/rL cells into either the MFP, the MFP with AxLNs removed prior to injection, or into the AxLN. Compared with MFP-injected mice that had AxLNs removed, metastasis to lungs was significantly increased in the AxLN injection group (Supplementary Fig. 3b). There was no significant difference in lung metastases (LuMs) between the MFP and the MFP with AxLN removed groups. Taken together, these data show that distant metastasis occurs via both hematogenous and lymphatic seeding, and although hematogenous dissemination is likely the predominant route of spread, metastasis via LNs is more efficient.

**Fig. 2:**
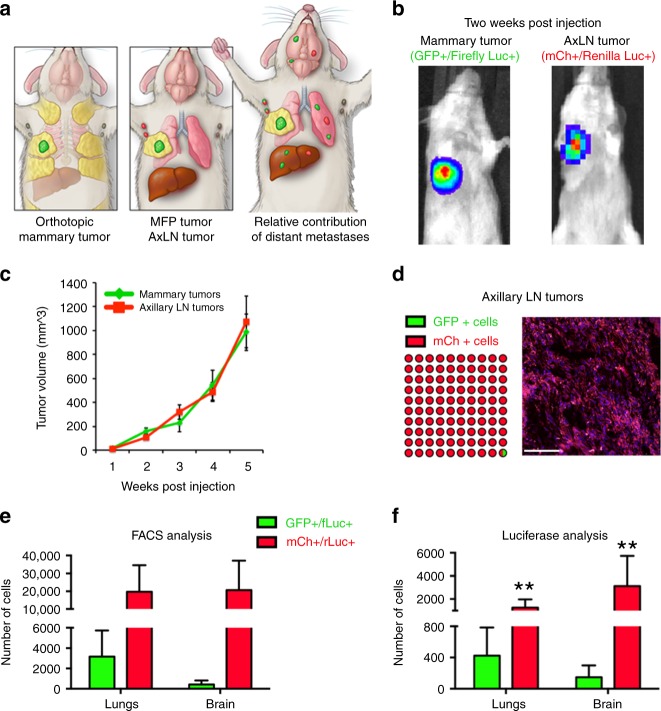
AxLN-micro-injected tumors metastasize efficiently to distant tissues. **a** Schematic depicting the injection and expected outcomes of GFP/fL- or mCh/rL-labeled 4T1 cells into the MFP or AxLNs, respectively, of the same mouse. **b** Representative IVIS imaging of GFP/fL and mCh/rL cells post injection in the same mouse. **c** Caliper measurements of tumor growth for MFP and AxLN tumors (*n* = 7 mice). **d** Fluorescence imaging of post-injected AxLNs after 6 weeks of growth show minimal GFP+ cells. **e** Flow cytometry quantification of lungs and brains to determine relative metastatic capability of tumors simultaneously established in MFPs and AxLNs. **f** Ex vivo luciferase signal observed in lungs and brains of mice simultaneously bearing GFP/fL MFP tumors and mCh/rL AxLN tumors. Statistical significance was measured by Mann–Whitney *t* tests; **p < 0.01

### An epigenetic program regulates metastases via the LNs

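RNA was measured on 48 Affymetrix Mouse Gene 2.1 ST arrays, each hybridized with a culture of 4T1, a mouse mammary carcinoma line. The cells were tagged either with GFP and firefly luciferase (GFP/fL) or with mCherry and Renilla luciferase (mCh/rL), and 8 arrays held these parental lines, 4 arrays each. The other 40 arrays held 13 sub-clones grown ex vivo from mice. Of these, 2 came from mammary fat pad (MFP) tumors at day 28, 4 from tumors of the injected axillary LN (AxLN) at days 7 and 14, and 4 from lung metastases of AxLN-injected mice (AxLN-LuM) at days 14, 36 and 43. The remaining 3 came from lung metastases after tail vein injection (TV-LuM) at days 14 and 38. MFP sub-clones carried GFP/fL, and AxLN and AxLN-LuM sub-clones carried mCh/rL.

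The combinatorial p values in the Methods fit 6 MFP, 9 AxLN and 9 AxLN-LuM arrays, which are 2, 3 and 3 sub-clones, and these 24 arrays were analyzed first. The sample titles mark 7 further arrays as removed: 1 of MFP tumor 1, 3 of AxLN tumor 1 at day 14 and 3 of AxLN-LuM 5 at day 14. The paper gives no reason for leaving them out, and its Reporting Summary states that no data were excluded. The authors summarized each of the 2 plates with the robust multi-array algorithm (RMA) and scaled the plates to one cumulative expression, and the deposited values are linear intensities for 41345 probe sets. Each array summed to between 6414229 and 6658225. Here the values were taken as log2, and the mean of both parental lines on the same plate was subtracted for each probe set. The labels give the plate of 12 arrays, and the plate of the other 36 was read from the values. The arrays of a sub-clone were averaged and the sub-clone was taken as 1 replicate, because its arrays are cultures of one sub-clone. The number of arrays and sub-clones limits the precision. Differences were tested with limma over 11561 protein-coding genes whose mean lay at or above the median of all probe sets, with one estimate of the spread for the 3 groups.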

To determine how cancer cells spread from LNs, we isolated several 4T1 sub-clones from MFP- and AxLN-injected tumors, and LuMs that arose from micro-injected AxLNs (AxLN-LuM). After normalizing to 4T1-mCh/rL and 4T1-GFP/fL parental lines, we analyzed differentially expressed genes between MFP and AxLN sub-clones (Fig. 3a), and then between AxLN and AxLN-LuM sub-clones (Fig. 3b). 

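AxLN sub-clones expressed more Ddit3 than MFP sub-clones, by 1.599 on the log2 scale (SE 0.29). Ddit3 encodes CHOP, a transcription factor of the stress response. Cdon, a co-receptor of Hedgehog signaling, was lower in AxLN sub-clones, with a difference of -1.49 (SE 0.30), as were the carbonic anhydrase Car12 (-1.26, SE 0.24), the anticoagulant protein S gene Pros1 (-1.14, SE 0.18) and the actin-capping Tmod2 (-1.02). Between AxLN-LuM and AxLN sub-clones, the genes named here as lower in AxLN-LuM had larger differences. Lcn2, an iron-binding lipocalin of inflammation, differed by -4.99 (AxLN-LuM minus AxLN, SE 0.73), the collagenase Mmp13 by -3.32 (SE 0.39), and the myeloid growth factors Csf2 and Csf3 by -3.25 and -2.11. Ddit3 itself was lower in AxLN-LuM sub-clones (-2.29, SE 0.26). The replication nuclease Dna2 (1.31, SE 0.25), the zinc transporter Slc39a10 (0.95) and the RNA-processing factor Srrt (0.86) were higher in AxLN-LuM sub-clones. Between MFP and AxLN-LuM sub-clones, the integrin Itgb2 (-3.26), the milk protein gene Csn3 (-2.35) and heparanase, Hpse (-2.05), were lower in AxLN-LuM and S100a3 was higher (1.14). The genes named here were chosen because every sub-clone of one group lay above every sub-clone of the other at an unadjusted p under 0.001, so neither is evidence of a difference.

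None of these genes passed the test with sub-clones as replicates. limma called 0 genes between MFP and AxLN (lowest adjusted p = 0.689), 0 between AxLN and AxLN-LuM (0.128) and 0 between MFP and AxLN-LuM (0.36). At an unadjusted p under 0.05 there were 803, 1373 and 464 genes, where chance gives 578. Between AxLN and AxLN-LuM, 6 genes were called without the AxLN-LuM sub-clone of day 36 and 2 without that of day 14. Fits that take the 24 arrays as replicates called 2197, 3422 and 1004 genes, fits with the sub-clone as a random block 99, 518 and 34, and fits with the plate as a covariate 0, 75 and 5. The random-block fit uses one correlation for all genes and takes its degrees of freedom from the arrays. The fit with the plate includes the parental lines and takes means per sub-clone and plate. MFP tumor 1 and each parental line thus enter it on both plates, and these repeats count as replicates. With all mapped arrays of the 3 groups, limma called 0 genes in each comparison, and 214, 249 and 390 genes had an unadjusted p under 0.05. Within plates 1 and 2, AxLN minus MFP was 0.93 and 2.30 for Ddit3, and AxLN-LuM minus AxLN was -2.48 and -4.18 for Mmp13. Here and below, within-plate values rest on few sub-clones. Of those used, only AxLN tumor 1 day 7 stands for AxLN on plate 1. On plate 2 only MFP tumor 1 and AxLN-LuM 1 day 43 stand for the other groups. AxLN sub-clones labelled tumor 1 were on plate 1 and those labelled tumor 2 on plate 2. Plate and tumor number thus cannot be told apart within AxLN. Both numbers occur at days 7 and 14, and the labels do not say that a number stands for one tumor across days. Between the parental lines, Ddit3 was higher in mCh/rL than in GFP/fL cells by 0.74.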

Based on our analyses, we identified 206 genes that were differentially up- or down-regulated in at least one of these three microenvironments (Fig. 3c, Supplementary Fig. 4; see Methods for screening criteria). 

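By the criteria of the Methods for a pair of sample types, 333 genes differed between MFP and AxLN sub-clones, 208 of them higher and 125 lower in AxLN. Between AxLN and AxLN-LuM sub-clones 236 genes differed, 41 higher and 195 lower in AxLN-LuM. Between MFP and AxLN-LuM sub-clones there were 116, of which 7 were higher and 109 lower in AxLN-LuM. In both comparisons with AxLN, the pair drawn in Fig. 3c, 101 genes passed. Merged as in the Methods, which keep a gene shared by any pair of the 3 comparisons, there were 144. Of the genes that Fig. 3h shows, where the legend names RT-qPCR, 12 could be measured on probe sets with a single gene symbol, and in all 12 every AxLN array lay beyond every MFP and every AxLN-LuM array. These genes were chosen by the study on the same arrays with a criterion of this kind, so their separation is not independent evidence. Among them, 9 were in the overlap of 101: the replication and cell cycle genes Rrm2, E2f8, Cdc6, Fam83d, Tipin, E2f7 and Espl1, and the chromatin modifiers Hdac11 and Ezh1. The helicase subunit Mcm3, the mitotic kinase Plk1 and Cdca3, a trigger of mitotic entry, did not differ enough from the parental lines to pass.

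A gene had to reach at least 1.5 times or at most 0.5 times the mean of the parental arrays in a sub-clone of the groups compared. It also had to meet the criterion on range, with each array of the sub-clone on one side of every parental array. Together, 2697 of 18964 genes met these criteria in at least 1 of the 8 sub-clones. With a lower limit of 1/1.5, which the wording of the criteria also allows, 161 genes overlapped and all 12 genes of Fig. 3h were among them. Both comparisons use the same AxLN sub-clones, so part of the overlap can come from these shared samples. Lists of these sizes drawn independently from all 18964 genes would share 4.1 genes. Both lists hold only genes that met the criteria against the parental lines, and draws from those genes alone would share more. Of 100 ways to share out the 8 sub-clones among the 3 groups, the real one included, 6 gave an overlap as large, and the others had a median of 7 and reached 107. With all mapped arrays, 99 genes differed between MFP and AxLN, 8 between AxLN and AxLN-LuM, and 0 overlapped.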

Gene ontology (GO) analyses revealed that the genes differentially expression in AxLN were predominantly involved in cell cycle progression (Fig. 3f). 

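Cell cycle genes were lower in AxLN sub-clones than in both other groups. The paper, by contrast, reports faster growth of AxLN sub-clones in a cell assay (Fig. 3g), a different measure that was not analysed here. Of 53 measured G2/M markers, 52 were lower and 1 was higher in AxLN than in the mean of MFP and AxLN-LuM sub-clones, with a median difference of -0.35 on the log2 scale. Of 39 S phase markers, 39 were lower (median -0.34), as were 46 of 49 genes of DNA replication (median -0.34) and 9 of 13 members of the E2F and Rb families (median -0.29). Examples are the kinetochore proteins Nuf2 (-0.73, SE 0.15) and Cenpf (-0.61, SE 0.11), the survivin gene Birc5 (-0.59, SE 0.14), the checkpoint mediator Clspn (-0.68, SE 0.22) and the G1/S activators E2f2 (-0.71, SE 0.21) and E2f1 (-0.44, SE 0.15).

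All 4 lists fell against the other genes by camera, with a preset correlation of 0.01 (adjusted p = 1.1e-18 for G2/M, 3.6e-14 for S phase, 1.1e-12 for DNA replication and 0.00202 for the E2F and Rb families). These calls were lost when the correlation between genes was estimated, with adjusted p = 0.580 with an estimated correlation for each. No member passed over all genes tested. Adjusted over the list alone, 19 G2/M markers, 4 S phase markers, 0 replication genes and 3 E2F and Rb genes were lower. Medians within plates 1 and 2 were -0.33 and -0.38 for G2/M markers, -0.19 and -0.54 for S phase markers, -0.17 and -0.54 for replication genes and -0.21 and -0.24 for the E2F and Rb families. In AxLN-LuM minus AxLN the G2/M median was 0.33 and the S phase median 0.39 (adjusted p = 4.3e-15 and 3.9e-13), and in AxLN minus MFP they were -0.37 and -0.34 (adjusted p = 3.0e-18 and 9.3e-12, adjusted p = 0.580 with an estimated correlation for all 4). When all mapped arrays were used, the G2/M list was not called against the mean of both other groups (adjusted p = 0.169) and was lower in AxLN-LuM than in AxLN (adjusted p = 0.0365 by camera).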

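Genes of the screening criteria were then tested for over-representation, separately for the 73 genes high and the 19 genes low in AxLN alone. Among the low genes, 3 of 39 S phase markers (adjusted p = 1.4e-04, Fisher's exact test, two-sided), 2 of 13 E2F and Rb genes (adjusted p = 9.9e-04) and 2 of 49 replication genes (adjusted p = 0.0117) were found. These were Cdc6, Tipin, E2f7 and E2f8, all genes of Fig. 3h. The study chose them on the same samples, so these p values are not independent evidence. Among the high genes, 6 of 24 genes of the integrated stress response were found (adjusted p = 9.1e-09, Fisher's exact test). With only genes that differed from the parental lines as background, the adjusted p was 2.2e-05. This response follows phosphorylation of the initiation factor eIF2 and runs through ATF4 and CHOP. The test takes genes as independent draws, which genes of one response need not be. MFP sub-clones carry the other reporter line, so a difference between the lines can enter this count. Epithelial genes numbered 2 of 24 (adjusted p = 0.0344), and 0.544 when only genes that differed from the parental lines served as background. No Reactome pathway of 681 passed in either direction. At an unadjusted p under 0.01, 10 pathways passed among the low genes, with 2 genes each, and 0 among the high genes. Across all genes, 160 of 585 Reactome pathways were lower and 14 higher in AxLN than in the mean of both other groups by camera, and 0 passed with an estimated correlation (adjusted p = 0.806 with an estimated correlation). The lowest p belonged to Mitotic Prometaphase (90 genes, median -0.23, adjusted p = 2.4e-10), M Phase (203 genes, median -0.18, adjusted p = 2.5e-10) and sister chromatid cohesion (84 genes). With a higher p, mRNA Splicing was also among the 160 lower pathways (105 genes, median -0.15, adjusted p = 8.1e-07 by camera).

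Of 23 integrated stress response genes above the intensity filter, 22 were higher in AxLN than in the mean of MFP and AxLN-LuM sub-clones (median 0.50, adjusted p = 3.0e-13 by camera, adjusted p = 0.580 with an estimated correlation). Adjusted over the list alone, 14 were higher. Trib3, a stress-induced pseudokinase, was higher by 1.84 (SE 0.41), the lipoprotein receptor Vldlr by 1.82 (SE 0.40) and the cysteine-forming enzyme Cth by 1.39 (SE 0.30). Within plates 1 and 2 the median was 0.41 and 0.71. Relative to each sub-clone's own parental line, the AxLN minus MFP median of this list was -0.07 in place of 0.53, and the AxLN-LuM minus AxLN median, between groups that carry the same line, was -0.55. For AxLN minus the mean of both others it was 0.295, with 18 genes higher and 5 lower. Of the sub-clones marked removed, AxLN-LuM 5 day 14 had a list median of 0.84 over the parental lines and AxLN tumor 1 day 14 one of -0.17.

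**Figure D1:**
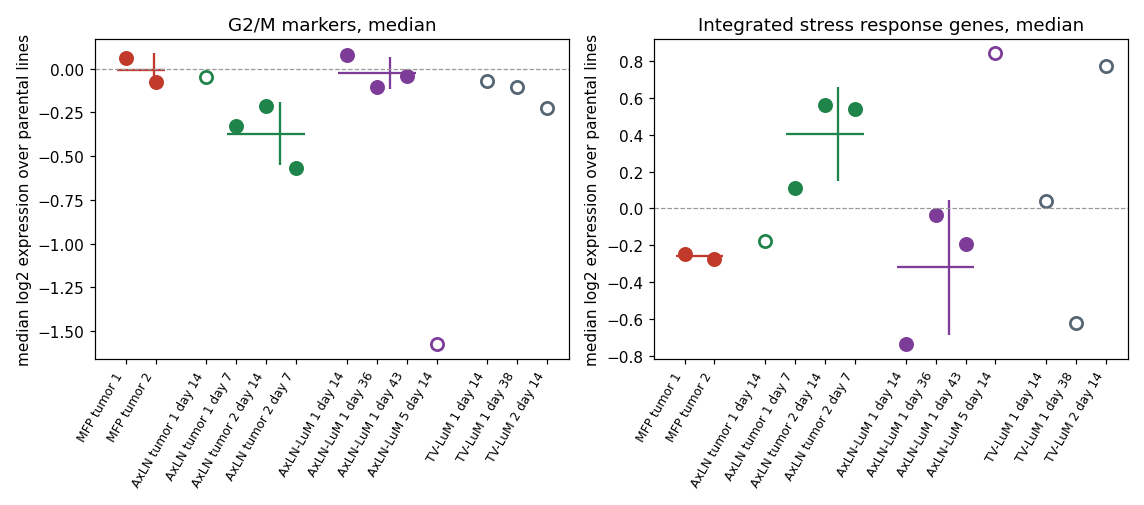
Median log2 expression over the parental lines of the G2/M markers (left) and of the integrated stress response genes (right) in each of the 13 sub-clones, grouped by site. Filled points were used by the paper, open points were marked removed or came from tail vein injection, horizontal lines are means and vertical bars SDs of the filled points, and the dashed line marks the parental lines; the filled AxLN points lie below the filled MFP and AxLN-LuM points on the left and above them on the right.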

Consistent with a cell growth phenotype, we found that AxLN sub-clones divided substantially faster than MFP, AxLN-LuM, or LuM sub-clones derived from tail vein injections, suggesting an important role for proliferation within the LN (Fig. 3g). Among the proliferation regulators, *RRM2* and *E2F8* were the most differentially expressed genes (Fig. 3h). Moreover, of the differentially expressed genes, 152 (74%) were only up- or down-regulated in AxLN sub-clones, yielding two predominant patterns of differential expression between MFP, AxLN, and AxLN-LuM sub-clones: down-up-down or up-down-up (Fig. 3d, e). 

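Rrm2 encodes the small subunit of ribonucleotide reductase, which makes deoxynucleotides for DNA synthesis, and E2f8 an atypical E2F that represses transcription in the cell cycle. Over the parental lines, log2 expression of Rrm2 (probe set 17274540) was -0.24 ± 0.07 in MFP (SD, n = 2 sub-clones), -1.38 ± 0.43 in AxLN (SD, n = 3) and -0.41 ± 0.49 in AxLN-LuM sub-clones (SD, n = 3). AxLN minus the mean of both other groups was -1.05 (SE 0.25, adjusted p = 0.278 from limma), a ratio of 0.482. E2f8 (probe set 17491378) stood at -0.08 ± 0.36, -1.17 ± 0.21 and -0.05 ± 0.61 in the same groups, a difference of -1.10 (SE 0.27, adjusted p = 0.284 from limma). Of the 10 measured genes shown as lower in AxLN, these had the largest differences, followed by Cdc6, which loads the replicative helicase (-1.01, SE 0.22), the spindle protein Fam83d (-0.75) and the fork protection factor Tipin (-0.70). E2f7, Plk1, Cdca3, Mcm3 and the separase gene Espl1 lay between -0.61 and -0.44.

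None of the 10 passed over all genes, and all 10 passed when adjusted over the list alone, which is not independent evidence because the study chose these genes on the same samples. As a list they fell by camera (median -0.65, adjusted p = 9.3e-12, adjusted p = 0.580 with an estimated correlation). Within plates 1 and 2 the difference was -0.82 and -1.23 for Rrm2 and -1.09 and -1.02 for E2f8. In the sub-clones marked removed, Rrm2 and E2f8 were -0.12 and -0.06 in AxLN tumor 1 at day 14 and -2.83 and -2.59 in AxLN-LuM 5 at day 14. With all mapped arrays the differences were -0.43 for Rrm2 and -0.51 for E2f8, and Fam83d, Plk1, Cdca3 and Espl1 were lower in AxLN-LuM than in AxLN. Ccnf lies on probe sets shared with other genes and was not measured.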

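Of the 101 genes in both comparisons, 92 (91.1%) were high or low in AxLN sub-clones alone, 73 in the pattern down-up-down and 19 in the pattern up-down-up. Among the down-up-down genes with the largest differences (AxLN minus the mean of MFP and AxLN-LuM) were Mmp13 (2.33), the calcium-binding S100a14 (1.899), Ankrd22 (1.87), the acyl-CoA thioesterase Acot2 (1.86), Upk3bl (1.57), the secreted guidance factor Sema3c (1.48) and the non-muscle myosin Myh14 (1.47). The up-down-up genes were led by Dna2 (-1.17), the Max partner Mxd3 (-1.13) and E2f8, followed by Cdc6, the endonuclease Ankle1 (-1.004), the PCNA-binding Pclaf (-0.94), the reelin receptor Lrp8 (-0.83) and the tubulin Tubb6 (-0.76). Rrm2 was assigned to up-down-down, a pattern with 3 genes, because its closest AxLN-LuM array lay nearer to an AxLN array than to an MFP array. Up-up-down held 4 genes, down-up-up 2 and down-down-up 0. Over genes shared by any pair of the 3 comparisons, 93 (64.6%) were high or low in AxLN alone, up-up-down held 28 and up-down-down 21.

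When the sub-clones were shared out among the groups in other ways, the share of genes in the middle group alone had a median of 89.5% (quartiles 76.0% and 100.0%). The 5 sub-clones that the paper did not use took no part in choosing the genes. AxLN tumor 1 at day 14 lay nearer to the AxLN mean than to the mean of both other groups for 8.7% of the 92 genes, and AxLN-LuM 5 at day 14 for 88.0%. The share was 20.7% for TV-LuM 1 and 69.6% for TV-LuM 2 at day 14, and 31.5% for TV-LuM 1 at day 38.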

Based on these patterns of plasticity in gene expression, we hypothesized that an epigenetic mode of gene regulation may be involved. Indeed, chromatin modifiers HDAC11 and EZH1 were significantly upregulated in the AxLN clones and were suppressed in MFP and AxLN-LuM sub-clones (Fig. 3h). 

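Hdac11 encodes the class IV histone deacetylase and Ezh1 a histone H3 lysine 27 methyltransferase of Polycomb repressive complex 2. Log2 expression of Hdac11 (probe set 17460879) over the parental lines was 0.45 ± 0.24 in MFP (SD, n = 2 sub-clones), 1.50 ± 0.20 in AxLN (SD, n = 3) and 0.11 ± 0.43 in AxLN-LuM sub-clones (SD, n = 3). AxLN exceeded the mean of both other groups by 1.23 (SE 0.21), a fold of 2.34, and all 3 AxLN sub-clones lay above all 5 others. The AxLN sub-clones stood at 1.59 and 1.64 at day 7 and at 1.28 at day 14. Ezh1 (probe set 17269809) was 0.37 ± 0.01, 0.86 ± 0.13 and 0.22 ± 0.31 in the same groups, an excess of 0.57 (SE 0.15), and its AxLN sub-clones also lay above all others.

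The adjusted p values from limma over all genes were 0.278 for Hdac11 and 0.309 for Ezh1. Fits with the plate as a covariate, with the sub-clone as a random block and with arrays as replicates called Hdac11, and the last 2 called Ezh1. The random-block fit uses one correlation for all genes (0.758) and takes its degrees of freedom from the arrays. For AxLN against the mean of both others it called 492 genes, where the fit on sub-clone means called 0. Like the fit with arrays as replicates, the fit with the plate counts repeats as replicates, those of MFP tumor 1 and of the parental lines. Within plates 1 and 2 the difference was 1.397 and 1.12 for Hdac11 and 0.46 and 0.69 for Ezh1. Of 27 measured histone methyltransferases, 9 were higher and 18 lower in AxLN, and the list was not called (adjusted p = 0.393 by camera). Among the sub-clones that the paper did not use, Hdac11 was 0.07 in AxLN tumor 1 at day 14 and 2.43 in AxLN-LuM 5 at day 14, and Ezh1 was 0.15 and 1.42. In TV-LuM sub-clones Hdac11 was 0.41 and 1.098 at day 14 and 1.37 at day 38. With all mapped arrays AxLN exceeded the mean of both other groups by 0.58 for Hdac11 and 0.25 for Ezh1. A dimmer second probe set of Hdac11 differed by 0.24. From the plastic patterns of expression across the 3 sites, the paper proposes an epigenetic mode of regulation and names these modifiers as higher in AxLN sub-clones.

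**Figure D2:**
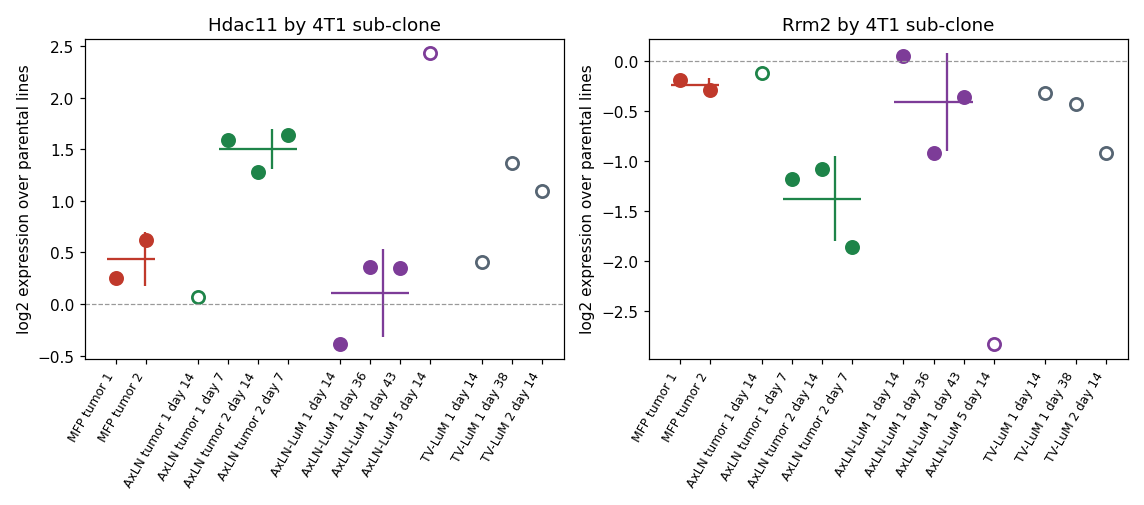
Log2 expression over the parental lines of Hdac11 (left) and Rrm2 (right) in each of the 13 sub-clones, grouped by site. Filled points were used by the paper, open points were marked removed or came from tail vein injection, horizontal lines are means and vertical bars SDs of the filled points, and the dashed line marks the parental lines; the 3 filled AxLN points lie above the other filled points for Hdac11 and below them for Rrm2.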

We validated several of these targets by quantitative reverse transcription-PCR (Supplementary Fig. 5a). As both HDACs and histone methyltransferases are typically involved in gene repression, we hypothesized that the increased expression of these epigenetic regulators in AxLN could be upstream of the genes that were found to be differentially down-regulated in our analyses. Using the cancer cell line encyclopedia dataset (*n* = 1036 cell lines), we found very strong inverse correlations between expression of HDAC11 and many of the candidate genes (Supplementary Fig. 5b), but not EZH1 (Supplementary Fig. 5c). Thus, we focused on further defining the role of HDAC11 in LN tumor development and subsequent spread to distant sites.

**Fig. 3:**
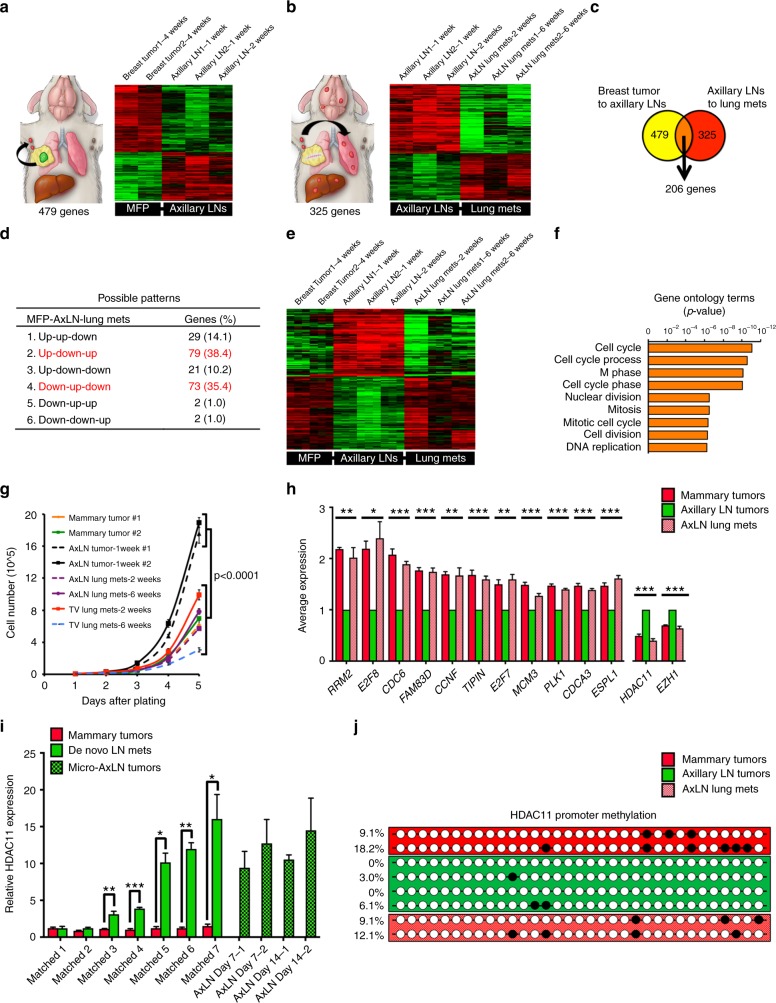
LN metastases up- or down-regulate cell cycle-associated genes in a plastic manner. **a** Pairwise gene expression array comparison between MFP- and AxLN-implanted tumors. **b** Pairwise gene expression array comparison between AxLN-implanted and AxLN-derived lung metastases. **c** Venn diagram showing shared genes between the analysis of **a**, **b**. **d** Six possible patterns of gene expression across the three experimental conditions (mammary fat pad, MFP; axillary LN, AxLN; lung metastasis derived from AxLN micro-injection, AxLN-LuM) shown in **a**, **b**. **e** Composite microarray results for the 152 genes that are up- or down-regulated in both pairwise tissue comparisons (cases 2 and 4 of **d**). Full 206 gene array shown in Supplementary Fig. 4. **f** Gene ontology analysis (biological processes) of the 152 genes displayed in **e**. **g** Cell growth assay for the ex vivo clones represented in the microarray analysis. Statistical significance was measured by unpaired *t* tests. **h** Average expression values (RT-qPCR) for several target genes revealed by the microarray analysis. All statistical comparisons are to the axillary LN tumor samples. Statistical significance was measured by ANOVA. **i** Relative expression of HDAC11 between cell lines derived from MFP tumors and matched de novo AxLN metastasis vs. micro-injected AxLNs obtained 1 or 2 weeks post injection. **j** Bisulfite sequencing of MFP, AxLN, and AxLN-LuM sub-clones at the HDAC11 promoter CpG island. Statistical significance was measured by unpaired *t* tests; *p* values are indicated as *p < 0.05, **p < 0.01, ***p < 0.001

### HDAC11 is necessary for tumor growth within LNs

HDAC11 is the most recently identified HDAC^26^, and is best characterized for epigenetic inhibition of IL-10, which causes pleotropic effects on innate and adaptive immunity^27–29^. To determine whether increased HDAC11 is an artifact of micro-injection, we developed several matched pairs of sub-clones derived from MFP tumors and spontaneous AxLN metastases. As compared with corresponding MFP tumors, we found HDAC11 was significantly increased in five out of seven matched spontaneous AxLN sub-clones; and expression levels were similar to that of micro-injected AxLN sub-clones (Fig. 3i). Using six matched primary tumors and LN metastases from the UNC RAP patient samples, we used RNA-sequencing data to evaluate HDAC11 expression. We found that some LN metastases exhibited increased HDAC11 expression compared to the matched primary tumors (Supplementary Fig. 6a, b). However, likely in part due to the small sample size and dynamic nature of HDAC11 expression, this was not statistically significant and will require further evaluation in a larger cohort of clinical samples.

Next, to determine how HDAC11 plasticity is mediated, we evaluated methylation of the HDAC11 promoter using bisulfite conversion and found that the HDAC11 promoter was less methylated in AxLN sub-clones, but had increased methylation in the MFP and AxLN-LuM sub-clones (Fig. 3j). Because decreased methylation of the HDAC11 promoter correlated with increased messenger RNA (mRNA) expression in AxLN sub-clones, these findings suggest that HDAC11 may itself be epigenetically modified in the context of the LN microenvironment; however, it is likely that other mechanisms of gene regulation are involved. To elucidate the downstream targets of HDAC11, we knocked down HDAC11 using two different short hairpins RNA (shRNAs), which resulted in significantly increased mRNA expression of several candidate genes, most notably *E2F7*, *E2F8*, and *RRM2* (Fig. 4a). Moreover, over-expression of human HDAC11 in MDA-MB-231 breast cancer or 293 T cell lines, resulted in significant enrichment of the promoter regions of these genes by chromatin immunoprecipitation-qPCR (ChIP-qPCR) when probing for HDAC11 (Fig. 4b, Supplementary Fig. 7a). To determine whether HDAC11 was functioning as a HDAC, we used ChIP-qPCR to compare pull-down of acetyl-H3 and acetyl-H4 at the promoters of target genes in 4T1-shCtrl and 4T1-shHDAC11 cells, which revealed significant enrichment of acetyl-H3 and -H4 at these target gene promoter regions upon HDAC11 silencing (Fig. 4c). These results were also corroborated using another triple-negative murine breast cancer cell line, E0771.LMB (Supplementary Fig. 7b). Consistent with these findings, we found increased protein expression of *E2F8* and *RRM2* upon HDAC11 loss (Fig. 4d). HDAC11 knockdown also resulted in significantly reduced colony formation capability in 4T1 cells, suggesting a possible role in tumorigenesis (Supplementary Fig. 8a+b). Similarly, in E0771.LMB cells we found a dose–response of HDAC11 loss on reduced colony formation (Supplementary Fig. 8d+e). Based on these findings, we hypothesized that HDAC11 transiently increases within LNs to enable tumorigenesis in a hostile, immune-rich microenvironment. In support of this hypothesis, we observed that HDAC11 knockdown exhibited significantly reduced tumorigenicity (Fig. 4e, f) and growth kinetics (Fig. 4g) following AxLN micro-injection. Consistent with these findings, we also found that HDAC11 silencing in E0771.LMB cells resulted in significantly reduced AxLN tumorigenesis (Supplementary Fig. 8g).

**Fig. 4:**
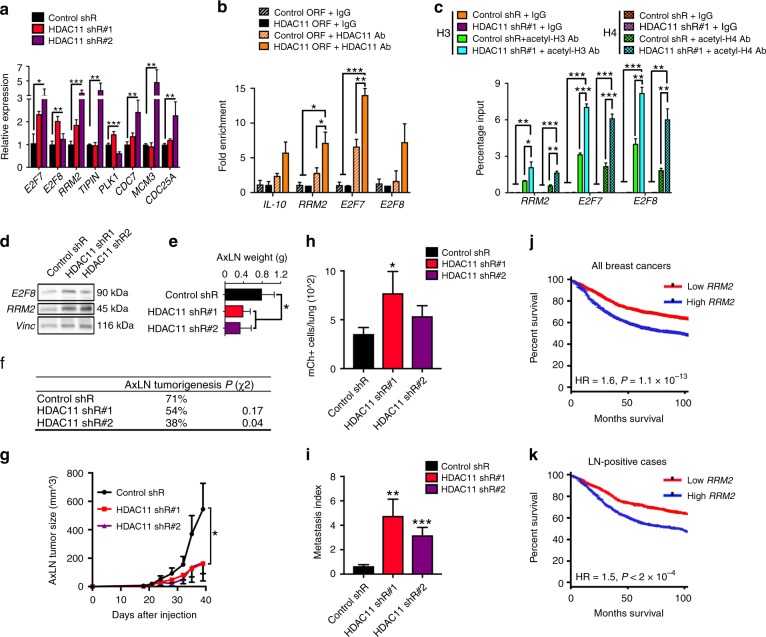
HDAC11 suppression results in reduced lymph node growth but increased metastasis. **a** Relative expression of a set of down-regulated array genes after HDAC11 suppression by shRNA. Statistical significance was measured by ANOVA in comparison to the control shR samples. **b** Levels of immunoprecipitated promoter regions for *IL-10*, *RRM2*, *E2F7*, and *E2F8* in human MDA-MB-231 cell lines expressing either control or HDAC11 ORFs when pulling down with either IgG control or HDAC11 antibodies. Statistical significance was measured by ANOVA. **c** Levels of immunoprecipitated promoter regions for *RRM2*, *E2F7*, and *E2F8* in 4T1 cell lines stably expressing either control or HDAC11 shR when pulling down with either IgG control, acetyl-H3, or acetyl-H4 antibodies. Statistical significance was measured by ANOVA. **d** Western blots for E2F8 and RRM2 in 4T1 lines expressing control or HDAC11 shRs. **e** LN tumor weights at day 35 following axillary LN micro-injection. **f** Take rates of LN-micro-injected 4T1-shHDAC11 cell lines compared to 4T1-shCtrl cells. *P* value obtained using a *χ*^2^ contingency test. **g** LN tumor volumes throughout the duration of the experiment (*n* = 13–14 mice/group). Statistical significance was measured by unpaired one-sided Student’s *t* tests. **h** Lung micro-metastasis enumeration for LN-micro-injected mice by mCh + flow cytometry. **i** Lung metastasis index after normalization to LN tumor size (*n* = 13–14 mice/group). Statistical significance was measured by unpaired one-sided Student’s *t* tests (**h** + **i**). **j**, **k** Disease-free survival curves from the BreastMark collection comparing patients with high and low levels of *RRM2* in all available breast cancer samples (*n* = 2652 patients), as well as in LN+ cases (*n* = 744 patients). Statistical significance was measured by log-rank test. *P* values are indicated as *p < 0.05, **p < 0.01, and ***p < 0.001

### HDAC11 inhibition increased distant metastasis from LNs

Unexpectedly, the inhibition of HDAC11 led to significantly increased LuM, especially when normalizing to the reduced AxLN tumor sizes (Fig. 4h, i). Consistent with these findings, HDAC11 silencing led to significantly increased migration in both 4T1 and E0771.LMB cells (Supplementary Fig. 8c+f). In support of decreased HDAC11 within LNs leading to increased RRM2 and distant metastasis, functioning as a “release mechanism,” we found that RRM2 is highly associated with poor disease-free survival in breast cancer, including patients with LN involvement at diagnosis (Fig. 4j, k).

Because HDACis are being evaluated in numerous clinical trials in breast and other solid tumor malignancies, we next investigated whether pharmacologic inhibition of HDAC11 would yield similar effects on LN tumor growth and metastasis. Quisinostat is the most potent inhibitor of HDAC11, with sub-nanomolar potency against HDACs 1, 2, 4 and 11^30^. We found that HDAC11, but not HDAC1, 2, or 4, was upregulated in AxLN sub-clones (Fig. 5a). 

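The legend of Fig. 5a gives mRNA levels without naming the assay, and the Methods list RT-qPCR primers for these genes. The values here come from the arrays, so the assay may differ. Of 17 histone deacetylases and sirtuins above the intensity filter, Hdac11 had the largest difference between AxLN sub-clones and the mean of MFP and AxLN-LuM sub-clones. It was the 1 member that passed when adjusted over the list alone, and none passed over all genes. The study chose Hdac11 on the same sub-clones, so its rank in this list is not independent evidence. The class I deacetylases Hdac1 and Hdac2, which act in nuclear corepressor complexes, were -0.09 (SE 0.11, adjusted p = 0.761) and -0.25 (SE 0.14, adjusted p = 0.523) from the mean of both other groups by limma. Log2 expression of Hdac1 over the parental lines averaged 0.24, 0.11 and 0.17 in MFP, AxLN and AxLN-LuM sub-clones, and that of Hdac2 -0.03, -0.25 and 0.03. Hdac4, a class IIa deacetylase that shuttles between nucleus and cytoplasm, differed by 0.05 (SE 0.19, adjusted p = 0.922), with averages of 0.30, 0.20 and 0.00. Hdac8 (0.41), Sirt3 (0.38) and Sirt2 (0.36) came next to Hdac11, with adjusted p values of 0.484, 0.49 and 0.53.

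The list as a whole was not called by camera (10 higher, 7 lower, median 0.04, adjusted p = 0.409). Within plates 1 and 2 the difference was -0.08 and -0.19 for Hdac1, -0.11 and -0.28 for Hdac2, and -0.32 and 0.40 for Hdac4, whose direction also turned with all mapped arrays (-0.13) and relative to the own parental line (-0.03).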

Treatment with quisinostat resulted in more significant cell growth inhibition in AxLN vs. MFP sub-clones with quisinostat (Supplementary Fig. 9a), suggesting that HDAC11 expression in AxLN sub-clones renders them more susceptible to HDACi. Quisinostat led to significant induction of HDAC11 target genes, yet only modest effects on genes commonly linked with an epithelial–mesenchymal transition (EMT) (Fig. 5b). Vorinostat and entinostat also led to similar dose-dependent inductions in HDAC11 target genes in a “cliff-like” pattern, whereby gene expression increased to a threshold, at which point considerable cell death was observed and gene levels dropped (Supplementary Fig. 9b, c). Protein expression of HDAC11 target genes *RRM2* and *E2F8* also increased with all 3 HDACis tested (Supplementary Fig. 9d). Based on these results, we selected sub-lethal HDACi doses that induced HDAC11 target genes for subsequent experiments (termed “sub-lethal” doses). Next, we tested the effect of sub-lethal HDACi-treatment on 4T1 growth and motility. While colony formation was considerably impeded (Supplementary Fig. 9e), transwell migration significantly increased following treatment with quisinostat, which we confirmed in E0771.LMB cells as well (Fig. 5c, d). To test the effect of quisinostat treatment on LN tumor growth and metastasis, we micro-injected AxLNs with 4T1-mCh/rL cells. After sub-palpable tumors were established as determined by luciferase signal, mice were randomly distributed and treated with either vehicle or quisinostat. Although quisinostat treatment significantly inhibited AxLN tumor growth, based on luciferase imaging and caliper measurements (Fig. 5e, f), quisinostat treatment significantly increased LuM (Fig. 5g). Notably, considering the differences in AxLN tumor size, quisinostat increased metastasis by over 5-fold (Fig. 5h). To determine whether these results were related to the effects of quisinostat on the host vs. a cancer cell autonomous mechanism, we performed an experimental metastasis assay in which 4T1-mCh/rL cells were treated in vitro for 2 weeks with vehicle or quisinostat. No difference in micro-metastasis was seen at 24 h, whereas the quisinostat-treated cells formed significantly more LuMs by 1 week, based on mCh+ counts and hematoxylin and eosin (H&E) staining (Fig. 5i, j). Furthermore, quisinostat pre-treatment increased the average size of the lung micro-metastases (Fig. 5k), perhaps related to an increased number of pro-migratory cells extravasating and forming distant metastatic colonies. Importantly, the increased metastases were not due to a “rebound effect” as has been reported for other therapeutic agents^31^, as quisinostat withdrawal resulted in colony formation rates that were similar to vehicle-treated cells (Supplementary Fig. 9f). We observed similar increases in metastatic characteristics using sub-lethal doses of vorinostat and entinostat, both of which significantly impaired cell proliferation and colony formation, but led to significantly increased migration and experimental LuM formation (Supplementary Fig. 9g–j). Although these results corroborate the phenotypes observed with genetic knockdown of HDAC11, these pharmacologic inhibitors are not HDAC11-specific and may be affecting other HDACs. Thus, it is likely that other HDACs are also involved in the phenotypes observed.

**Fig. 5:**
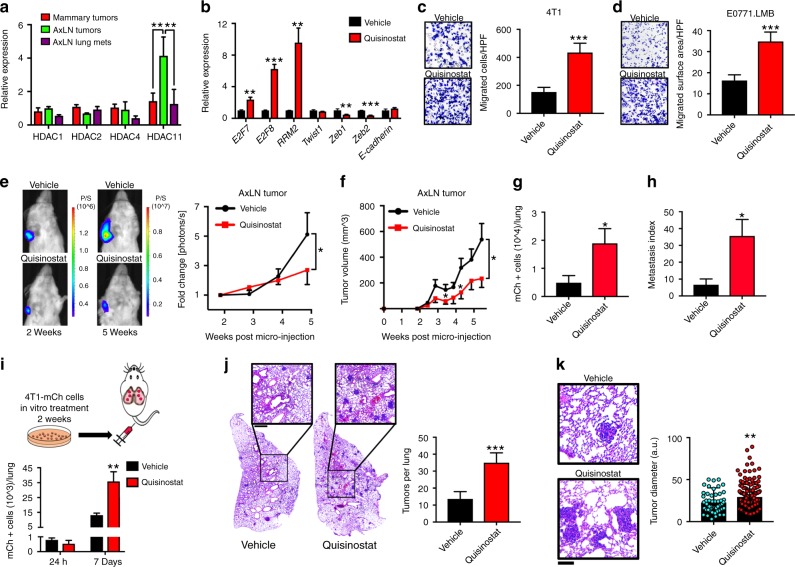
Pharmacological HDAC inhibition reduces cell and tumor growth, but increases cell migration and tumor metastasis from LNs. **a** HDAC mRNA expression levels from ex vivo 4T1 clones. **b** Target gene *E2F7*, *E2F8*, and *RRM2* and EMT marker expression levels after quisinostat treatment. **c**, **d**, Transwell migration assay for 4T1 (**c**) and E0771-LMB (**d**) TNBC cells. **e** Intravital imaging of LN tumors of mice implanted with 4T1-mCh/rL cells. **f** Tumor volumes for LN-micro-injected tumor-bearing mice treated with vehicle or quisinostat (40 mg/kg; twice weekly). **g** Enumeration of lung micro-metastases in LN-micro-injected tumor-bearing mice after 6 weeks. **h** Metastasis index of vehicle- and quisinostat-treated mice after normalization to LN tumor size (*n* = 10 mice/group for **f**–**h**). **i** Enumeration of lung micro-metastases after in vitro-treated vehicle or quisinostat 4T1-mCh/rL cells were injected by the tail vein. **j** H&E staining of stitched left lungs from tail vein-injected mice. The graph shows the average number of tumors per lung for vehicle- and quisinostat-treated mice. **k** Representative H&E-stained images of lung lesions from vehicle- and quisinostat-treated mice. The graph shows individual tumor diameter measurements. Statistical significance was measured by unpaired one-sided Student’s *t* tests, unless otherwise indicated; *p* values are indicated as *p < 0.05, **p < 0.01, and ***p < 0.001

## Discussion

In nearly all cancer types, the presences of LN metastases are clinically significant and hold great prognostic power. Yet, until recently, there was no experimental evidence that LN metastases could give rise to distant metastases^18,19^. Collectively, using phylogenetic analyses of clinical samples and direct experimental models, our results show that breast cancer LN metastases can give rise to distant metastases. Our findings that the lymphatic route is highly efficient to give rise to distant metastasis carries therapeutic implications, as almost all pre-clinical models assume that cancer metastasizes by direct intravasation into and then extravasation out of blood vessels. The limited success of anti-angiogenic therapies in patients suggests that current experimental models are not fully recapitulating the metastatic process, which may in part be because lymphatic metastases are largely ignored. Recently, it was found that anti-angiogenic therapies have little effect on LN metastases, and some anti-angiogenic therapies may even promote LN metastases formation^32,33^.

Herein, we have also identified a mechanism by which dissemination through LNs occurs. We demonstrate that increased expression of a chromatin modifier, HDAC11, is important for tumorigenesis and growth within the LN, but that subsequent downregulation of HDAC11 in the LN results in increased migration and egress from LNs to distant sites. We found that HDAC11 inhibits *E2F7* and *E2F8*, which are widely regarded as cell cycle suppressors^34^, and this may in part explain HDAC11’s role in promoting cancer cell survival within LNs (Fig. 6, top). Additionally, we found loss of HDAC11 leads to de-repression of *RRM2*. We posit that this increase in *RRM2*, which has been linked to pro-migratory and metastatic phenotypes in many cancers, including breast cancer^35^, functions as a release mechanism from the LN to distant sites (Fig. 6, bottom).

**Fig. 6:**
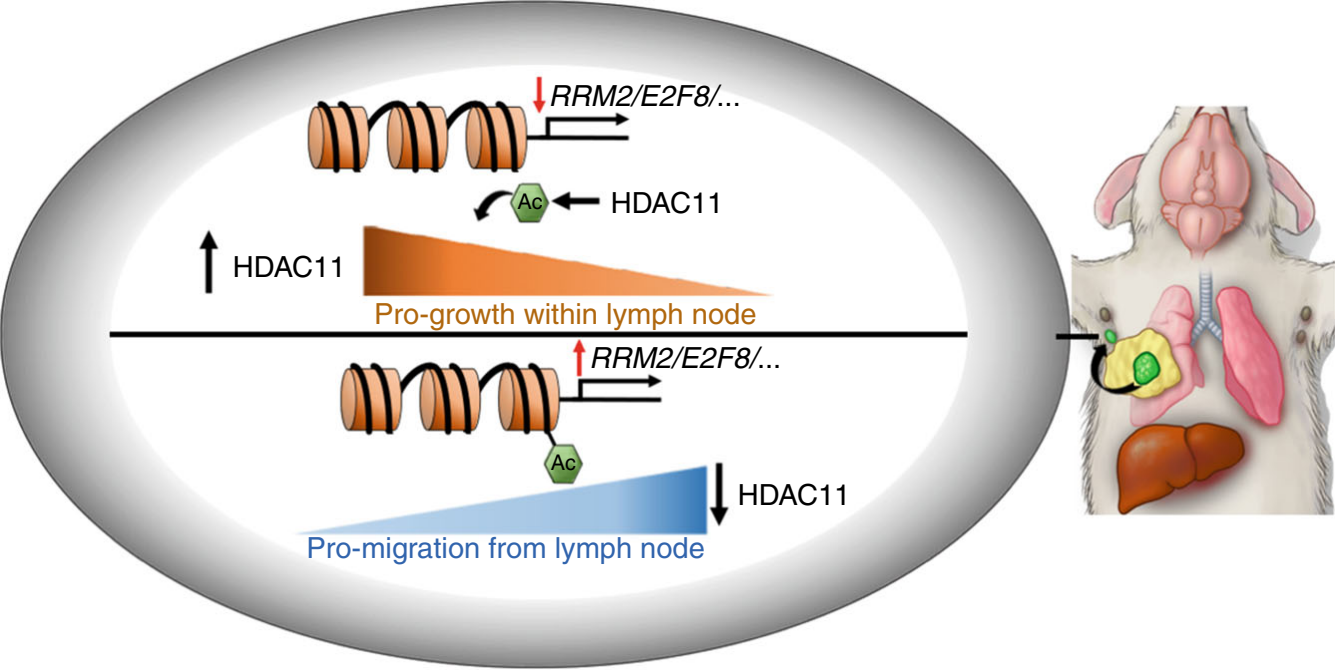
Graphical abstract of HDAC11’s role in regulating lymph node metastasis. As cancer cells enter the lymph node (top), HDAC11 increases in expression, leading to decreased expression of several transcripts and increased survival within the lymph node. However, as HDAC11 decreases (bottom), the same transcripts increase in expression, leading to an increased migratory phenotype and allowing exit from the lymph node to distant organs. Thus, pharmacologic inhibition of HDAC11 may decrease cancer cell survival within lymph nodes while also increasing their migratory capabilities

In breast cancer, aberrations in histone modifications like acetylation have been shown to be important for tumor progression and prognosis, and have been proposed as a promising therapeutic target^36–38^. HDACis have been an attractive therapeutic strategy to both restore acetylation and gene expression with the potential benefit of being better tolerated than cytotoxic chemotherapy. Epigenetic modulation has also been hypothesized to be a mechanism of resistance to endocrine therapies and cytotoxic chemotherapy^39^. Despite the promising anti-tumor effects of quisinostat and other HDACis in pre-clinical models^30^, when used as monotherapy it has had limited activity thus far in patients^40^. Our results highlight the importance of evaluating candidate therapeutics in the context of LN metastasis, as well as the unique challenge of targeting plasticity in metastasis^3^. Similar to how blocking the EMT may simultaneously prevent detachment from the primary tumor and yet also promote metastatic colonization by inducing a mesenchymal-to-epithelial transition (MET), we demonstrate that the spectrum of HDAC11 expression along the metastatic cascade may have opposing effects if inhibited. Given the active investigation and development of multiple HDACis in cancer patients, our results strongly advise caution in the single-agent use of HDACi in the treatment of breast cancer and potentially other solid tumors.

## METHODS

### Cell lines and key reagents

4T1 cells were obtained from the ATCC and maintained in RPMI containing 10% fetal bovine serum (FBS). EO771.LMB cells were generously provided by Dr. Robin Anderson (Peter MacCallum Cancer Center). 4T1 cells were transduced with lentiviral constructs expressing either GFP/FL or mCherry/Renilla luciferase, which were obtained from Dr. Shawn Hingtgen (UNC) and were selected and maintained in puromycin (8 μg/ml). 4T1-shHDAC11 cell lines were selected and maintained in hygromycin (50 μg/ml). FLAG-HDAC11 was provided by Dr. Alejandro Villagra (George Washington University). Quisinostat, vorinostat, and entinostat were purchased from Selleckchem (S1096, S1047, and S1053, respectively). Small interfering RNAs (siRNAs) targeting HDAC11 were obtained from Sigma (siHDAC11 #1: CUAUCAAGUUCCUGUUUGAdTdT; siHDAC11 #2: GUGACAAGCGAGUAUACAUdTdT). shRNA constructs targeting HDAC11 were obtained from Genecopoeia (shHDAC11 #1: gctactcacagaacattgtca; shHDAC11 #2: ggaccactggaaataaagatt). All cells were routinely tested for mycoplasma using a Lonza MycoAlert Detection kit (LT07-418). Adult female Balb/c mice (6–8 weeks) were purchased from Taconic Farms. All animals were cared for according to guidelines set forth by the American Association for Accreditation of Laboratory Animal Care and the US Public Health Service policy on Human Care and Use of Laboratory Animals. All mouse studies were approved and supervised by the University of North Carolina at Chapel Hill Institutional Animal Care and Use Committee.

### Rapid autopsy analysis

From the UNC Breast Cancer Rapid Autopsy Program, all clinical samples were obtained and prepared following informed consent and institutional review board approval for UNC Chapel Hill. We obtained the next-generation sequencing data for seven breast cancer patients for whom at least one primary tumor sample, one LN metastasis sample, one matched normal tissue, and multiple distant metastases samples were collected as previously described^21^. Samples with lower tumor purity were excluded from further analysis. Integrated DNA and RNA variant calling pipelines^41,42^ were used for variants calling followed by a computational re-interrogation step to improve mutation calling sensitivity while keeping low false positives. Using all detected somatic mutations for each of the seven patients, we calculated a pairwise distance between sample pairs via the JSD using the R software package “phyloseq.” The distance matrices reflected how many mutations of each sample diverged from the other. To determine whether the LN sample is closer to the primary or to the distant metastases in each patient, we calculated a distance ratio for each LN sample. The ratio is defined as D_LM_/D_LP_, where D_LM_ is the shortest distance between the LN and any other distant metastasis and D_LP_ is the distance between the LN and the primary sample in the same patient. Similarly, we used the D_ML_/D_MP_ ratio to determine whether a distant metastasis is closer to a LN sample (ratio < 1) or closer to a primary sample (ratio > 1), where D_ML_ is the distance between the distant metastasis sample and the LN sample, and D_MP_ is the distance between the distant metastasis sample and the primary sample in the same patient. The distance matrices were also used to construct a phylogenetic tree via the neighbor-joining algorithm (using the R software package “ape”), which produce un-rooted trees. When plotting rooted trees, we put the primary sample as its root.

In each patient, we also classified it into either “LN-met mediated” or “LN-met independent” using the same rule from ref. ^10^. From each patient’s rooted phylogenetic tree, if we observed a clade with only distant metastasis sample(s) and a LN sample then we concluded it as “LN-met mediated”. If we do not find such cases, we concluded it as “LN-met independent.”

To check the robustness of such origin classification, we performed bootstrapping of the mutation data for each patient to determine whether the origin classification was sensitive to changes in a limited number of somatic mutations. For each patient, we performed repeated random sampling of the mutation data 1000 times. In each iteration, we computed the distance matrices and classified the patient into one of the two origin classifications as described above. We then assigned a confidence score to each patient, where the confidence score is the number of times the classification is the same as the real origin classification divided by 1000 (number of iterations) multiplied by 100.

### Microarray analyses

Two plates of Mouse Gene 2.1 ST Affymetrix oligonucleotide microarrays were hybridized using (i) two baseline samples (i.e., 4T1-GFP-fLuc and 4T1-mCherry-rLuc), each available as a quadruplicate (four biological replicates), together with the other experimental samples, each available as a triplicate (three biological replicates). The selected experimental samples, which are shown in Fig. 2, were derived from: (1) MFP, injected in and extracted from MFP; (2) AxLN, injected in and extracted from AxLN; (3) AxLN (-derived) LuMs (AxLN-LuM), injected in AxLN and extracted from LuMs. Each sample was obtained at different timepoints; for the sake of brevity, and since we were looking for experimental evidence of time-independent gene regulation, each of these cases is called in this paragraph a “sample type.” The generation (starting from the raw data) and normalization of the RNA expression values was performed using the robust multi-array algorithm^43,44^. The expression values of these two plates were scaled, according to the ratio of cumulative gene expression of each plate, and then combined into one spreadsheet. Then, the whole set of RNAs was reassessed, so that only those (i) fulfilling minimum and not conflicting annotation criteria (including predicted RefSeq, NCBI Reference Sequence Database: http://www.ncbi.nlm.nih.gov/refseq/] genes and GenBank [NIH Genetic Sequence Database: http://www.ncbi.nlm.nih.gov/genbank/] genes having an associated gene symbol) and (ii) annotated as protein-coding genes, were analyzed.

We deemed differentially expressed (vs. the baselines) genes: (i) whose average expression value for at least one sample triplet was ≥50% or ≤50% than the average in the two available baselines; (ii) ≥25th percentile in terms of range (across the samples) of the sub-matrix containing the baselines and that sample triplet, and (iii) for which each comparison between the three samples of that triplet and the baseline replicates maintained the same polarity (> or <). Afterwards, we directly compared different sample types. The comparisons performed were: (i) MFP vs. AxLN, (ii) MFP vs. AxLN-LuM, and (iii) AxLN vs. AxLN-LuM. The results of these comparisons (based on the third point above illustrated for determining genes differentially expressed) were displayed separately. Of course, no other comparisons were possible, since AxLN vs. MFP is equivalent to MFP vs. AxLN, and so on. Because of the way in which genes are selected before being displayed through heat maps as well as of simple combinatorics calculations, the *p* values specifically associated with each gene identified by (i), (ii), and (iii) are, respectively, 1.9980e − 04, 1.9980e − 04, and 2.0568e − 05. At this point, we looked for patterns of gene expression across these three sample types, that is, for the set MFP-AxLN-AxLN-LuM, by merging these three heat maps. Every time an array RNA was shared between two of these three heat maps, it was kept in the merged heat map that displays the three sample types. This step was repeated three times, that is, as many as the possible couples of heat maps to be matched. Overall, the possible patterns of gene expression using a vocabulary containing only the words “Up” and “Down” are: (a) Up-Up-Down, (b) Down-Down-Up, (c) Up-Down-Down, (d) Down-Up-Up, (e) Up-Down-Up, and (f) Down-Up-Down. Cases a and b are considered as pattern/anti-pattern, and the same is true for cases c and d and for e and f. Due to the chosen criteria, after RNAs are collected for the heat map MFP-AxLN-AxLN-LuM following this computational protocol, it is still necessary to run an additional algorithm for associating possible genes belonging to multiple patterns to their strongest gene expression pattern. This additional algorithm assumes that when a gene reaches its highest average expression in a sample type, then that sample type receives the tag Up for that gene. Similarly, when a gene reaches its lowest average expression in a sample type, then that sample type receives the tag Down for that gene. Finally, the sample type having an intermediate average expression level is tagged as Up or Down for that gene measuring its distance from the other two sample types and assuming that if the minimum distance is from the ‘Up’ sample type, the sample belongs to the ‘Up’ sample type too, while if the minimum distance is from what is tagged as Down, the sample type is tagged as Down too. The distance *d* used for this purpose is such that if *x*_*i*_ ε *X* and *y*_*j*_ ε *Y*, with 1 ≤ *i* ≤ *p* and 1 ≤ *j* ≤ *q*, *p* and *q* positive integers, then *d*(*X*, *Y*) = min_*i*,*j*_(|*x*_*i*_ − *y*_*j*_|); in our case, *p* = *q* = 3. Notably, in this computational framework, all the samples of a sample type are always tagged with the same tag with respect to an included gene and algorithm-based tagging is separately made for each gene. At the end of these steps, it was possible to univocally calculate how many genes belong to each of these patterns for MFP-AxLN-AxLN-LuM.

Later, the three couples of patterns/anti-patterns for the sample set MFP-AxLN-AxLN-LuM were separated and plotted in three distinct heat maps. Each hierarchical clustering was performed with respect to the matrix rows (containing the gene expression values across all samples) on log 2-trasformed, mean-subtracted data, using open source clustering software^45,46^. Each heat map was then split into its top and bottom parts, looking at the couple of genes of the heat map where a change of sign in the corresponding cdt file was present for the “divergent” sample type. We call “divergent” the sample type whose pattern tag is different from the other two (e.g., in the pattern c, Up-Down-Down, the divergent sample type is the first, MFP). In particular, the last gene having a specific sign across the divergent samples in the cdt file was considered the last gene of the “top” part and the first gene having the opposite sign was considered the first of the “bottom” part. After this step, genes belonging to each half were separately processed using the Expression Analysis Systematic Explorer score (a *p* value derived from an adjusted Fisher’s exact test) and through DAVID bioinformatics resources^47,48^ for mouse genes, looking for GO terms of biological processes that were statistically significant (*p* value < 0.01).

### Breast cancer clinical outcome analysis

To determine clinical relevance of *RRM2* expression in breast cancer subtypes, we utilized the BreastMark public microarray database of mRNA expression and clinical annotations, which has been previously described^49^. The median threshold was used to distinguish high (above median) and low (below median) expression of *RRM2*. Disease-free survival analysis was determined using the log-rank test for all patients (inclusive of luminal A, luminal B, Her2+, basal-like and normal-like subtypes) and for patients with positive LNs at the time of diagnosis.

### Real-time qPCR

After treatment, RNA was purified from cells using the Zymo Quick RNA miniprep kit according to the protocol recommended by the manufacturer (Zymo Research, R1057). Then, complementary DNA (cDNA) was synthesized using a Bio-Rad iScript cDNA synthesis kit (1708891) for total RNA. cDNA was analyzed using SYBR Green reagent (Bio-Rad, 1525271) according to the protocol recommended by the manufacturer. PCR was done with reverse-transcribed RNA, 1 μL each of 20 μM forward and reverse primers, and 2× PowerUp SYBR Green Master Mix in a total volume of 25 μL. Data were analyzed using the ΔΔCt method, and experiments were normalized to 18S rRNA. Primer sequences included the following: Hdac11—forward (Fwd), AATGGGGCAAGGTGATCAAC and reverse (Rev), GCCACCACAAAGGACCACT; Rrm2—Fwd, ACGACCTCAACGCACAGTACG and Rev, GTAAGGGCAGGAGTCCCATGATG; E2f7—Fwd, GATGCGTTCGTGAACTCCCTG and Rev, AGAAACTTCTGGCACAGCAGCC; E2f8—Fwd, GAGAAATCCCAGCCGAGTC and Rev, CATAAATCCGCCGACGTT; Plk1—Fwd, GTC AGAACCCATGCGGCAGCAAG and Rev, CAGGTCCACATGGTCTTCCTCTG; Hdac1: Fwd, AGTCTGTTACTACTACGACGGG and Rev, TGAGCAGCAAATTGTGAGTCAT; Hdac2—Fwd, GCTTGCCATCCTCGAATTACT and Rev, GTCATCACGCGATCTGTTGTAT; Hdac4—CACTGCATTTCCAGCGATCC and Rev, AAGACGGGGTGGTTGTAGGA; Cdh1: Fwd, CAGGTCTCCTCATGGCTTTGC and Rev, CTTCCGAAAAGAAGGCTGTCC; Zeb1—Fwd, GCTGGCAAGACAACGTGAAAG and Rev, GCCTCAGGATAAATGACGGC; Zeb2—Fwd, GCTACACGTTCGCCTACCG and Rev, CCTTGGGTTAGCATTTGGTGC; Twist—Fwd, GGACAAGCTGAGCAAGATTCA and Rev, CGGAGAAGGCGTAGCTGAG; 18S—Fwd, AGAAAATCTGGCACCACACC and Rev, CTCCTTAATGTCACGCACGA; GAPDH—Fwd, CCTGACCTGCCGTCTAGAAAAACCT and Rev, CCATGAGGTCCACCACCCTGTT. Reactions were run on a QuantStudio 6 or a StepOnePlus qPCR machine (Applied Biosystems), and cycling conditions consisted of 15 s of denaturation at 95 °C and 1 min of annealing and extension at 60 °C (40 cycles). Reactions were run in triplicate.

### Western blotting

Cells were lysed in 0.5% Nonidet P-40 or 2% SDS. Immediately before lysis, 1x protease inhibitor cocktail (leupeptin L2884, aprotinin A1155, benzamidine B6506, trypsin inhibitor T9003, all from Sigma), 1 mM phenylmethylsulfonyl fluoride (PMSF, Sigma P7626), 1 mM NaVO_3_ (Fisher Scientific S454-50), and 1 mM dithiothreitol (DTT, Roche 03117014001) was added to the lysis buffer. An equal amount of total protein for each sample was loaded onto 4–20% SDS-polyacrylamide gel electrophoresis (SDS-PAGE) gradient gels. After separation, proteins were transferred to nitrocellulose membranes using a Bio-Rad tank transfer apparatus. Membranes were blocked in 5% non-fat milk in phosphate-buffered saline (PBS) with 0.1% Tween-20 (PBS-T) for 1 h at room temperature, after which primary antibody was added and incubated at room temperature for 2 h or overnight at 4 °C. Anti-RRM2 was purchased from Novus Biologicals (1:1000, NBP131661), anti-E2F7 was purchased from Novus (1:1000, NBP1-80266), anti-E2F8 was purchased from Novus (1:1000, NBP152650), and anti-vinculin was purchased from Sigma (1:1000, V9131). Membranes were washed in PBS-T, after which membranes were incubated with secondary antibody at room temperature for 1 h. Membranes were washed with PBS-T, and then bands were developed using ECL reagent (Bio-Rad, Hercules, CA). Images were acquired using a Bio-Rad digital imager (Bio-Rad, Hercules, CA).

### Chromatin immunoprecipitation qPCR

ChIP assays were conducted using the Active Motif kit (Novus Biologicals, Littleton, CO) according to the protocol recommended by the manufacturer with a few adaptations for HDAC11 immunoprecipitation (IP). HEK293T, MDA-MB-231 cells transfected with control or HDAC11-ORF, and 4T1 and EO771.LMB cells stably expressing shCtrl or shHDAC11#1 were cultured in 10-cm dishes, after which cells were incubated with 1% formalin at 37 C for 10 min. Formalin was neutralized with glycine, and then the cells were washed twice with cold PBS. Cells were scraped in cold PBS, pelleted, and resuspended in 1 mL of sodium dodecyl sulfate lysis buffer. DNA was sonicated using a Diagenode Bioruptor and then precleared with protein-A/G agarose beads. Precleared DNA was subjected to IP with 10 μg of antibody (IgG, anti-HDAC11 (both Sigma, H4539 and BioVision, 3611P were used together), anti-acetyl-H3 (Millipore 06-599), or anti-acetyl-H4 (Millipore 06-598) by rotating at 4 °C overnight. Antibody/DNA complexes were pulled down by incubation with protein-A/G beads at 4 °C for 1 h. Beads were washed, and then antibody–DNA complexes were eluted from the beads. Cross-links were reversed with 200 mM NaCl incubated at 65 °C overnight. Samples were RNase-treated and then incubated with 10 mM EDTA, 25 mM Tris-HCl (pH 6.5), and 20 mg/mL proteinase K for 1 h at 45 °C. DNA was purified using a Qiagen QIAQuick PCR purification kit, and then DNA was quantified using qPCR. Primers for ChIP-qPCR included the following: (human) E2F7—Fwd, GCTGATTGGTGGATTCTCAA and Rev, GGATCGTAGTCCCCGCTAA; E2F8—Fwd AACTTTTCCCCCAACTCTGC and Rev CCCCCGATTTGAAATTAACC; RRM2—Fwd, GCTCTCCTCACCGCATTAAC and Rev—ACAAGCGACCAGGCTTCTTA; PLK1 and Fwd—GTCCGTGTCAATCAGGTTTTC and Rev, GCTGGGAACGTTACAAAAGC; TIPIN—Fwd, CTTTCCACACTCCCACTCG and Rev, GACGTATTTCCGCGTCATCT; CDC7—Fwd, GAAGAAACCCCACCCTCTTG and Rev, CTCCAAGAGATCCCCACCTAC; CDC25A—Fwd, CTGATTGGTGGATTCCGTTT and Rev, CACCTCTTACCCAGGCTGTC; ESPL—Fwd, AGCCGCGGATATTTGAAAG and Rev, ACAGGACTTAACCGCCTGAC; MCM3—Fwd, AACAGAGAATCCCGGATGGTA and Rev, CTGAGTTCTCTGAGGTCGGACT; IL-10—Fwd, ATAAAAGGGGGACAGAGAGGTG and Rev, GCCTTCTTTTGCAAGTCTGTCT.

(Mouse) E2F7—Fwd, TTGCAAAACCCCCTTTGGTG and Rev, ACGTGAACCCTGGTTAGCAC; E2F8—Fwd, AAGAGCCCAAACCACAATCTTA and Rev, AGTTAGGAGACCATCTCGTCCA; RRM2—Fwd, CAACTCAAATCTCCCGCGCT and Rev, TTAAAGAGCCACCCAACCGC.

### Transfection

4T1 cells were plated at 40% confluency in 6-well plates, after which the cells were transfected with siHDAC11 or siCtrl duplexes (60 nM final concentration; Sigma, St. Louis, MO) using RNAiMAX according to the protocol recommended by the manufacturer. The transfection was conducted for the indicated amount of time before the cells were collected and analyzed. The following siRNA constructs were used (sense strand displayed): siCtrl, UUCUCCGAACGUGUCACGUdTdT; siHDAC11-1, CUAUCAAGUUCCUGUUUGAdTdT; siHDAC11-2, GUGACAAGCGAGUAUACAUdTdT.

### Virus packaging and transduction

Viral particles were produced by transfecting human embryonic kidney cells (HEK293T cells) with lentiviral vector, packaging plasmid (psPAX2), and envelope plasmid (pMD2G). Media were changed the next day, and 2 days later, viral supernatant was collected and filtered to remove cellular debris. For infection, 4T1 cells were plated in 6-well plates at 40% confluency. Then, viral particles were added to the cells in the presence of 8 μg/ml Polybrene. After overnight infection, the media were refreshed. Hygromycin (50 μg/ml) or puromycin (8 μg/ml) was added to the media to select for transduced cells.

### HDACi treatment

4T1 cells were treated in 10-cm tissue culture dishes at the indicated concentration of drug (dissolved in dimethyl sulfoxide). Media and drug were refreshed daily to ensure consistent drug exposure. For long-term treatment, cells were exposed to HDACis for at least 7 consecutive days. The sub-lethal dose for quisinostat in 4T1 cells was determined to be 10 nM, whereas vorinostat was 500 nM and entinostat was 2 μM. For the quisinostat withdrawal experiment, cells that were treated long term with 10 nM quisinostat were seeded into complete RPMI without the drug for colony formation capability or for testing subsequent passages in drug-free medium for colony formation capability.

### Haptotaxis/chemotaxis migration assays

A total of 25,000 or 50,000 cells were added in serum-free medium to Boyden chambers (8-μm pores) that were pre-coated with 10 μg/ml type 1 rat tail collagen on the bottom of the inserts. RPMI medium containing 10% FBS was added to the lower chambers as the chemoattractant. Haptotaxis/chemotaxis was allowed to proceed for 18 h, after which cells were removed from the top chambers, and cells migrated to the bottom of the filter were fixed and stained using the Protocol Hema 3 staining kit (Fisher Scientific, 22122911). Membranes were mounted onto glass slides, and images were taken using a Nikon microscope. Migrated cells were enumerated using CellProfiler open source image analysis software (CellProfiler).

### Cancer cell implantation

Adult Balb/c mice were purchased from Taconic Farms and C57Bl/6 mice were purchased from Jackson Labs. These animals were cared for according to guidelines set forth by the American Association for Accreditation of Laboratory Animal Care and the US Public Health Service policy on Human Care and Use of Laboratory Animals. All mouse studies were approved and supervised by the University of North Carolina at Chapel Hill Institutional Animal Care and Use Committee. All animals used were between 6 and 10 weeks of age at the time of injection. For all animal experiments, cells were trypsinized, washed, and resuspended in Hank’s balanced salt solution (HBSS; Gibco) prior to injection.

*Mammary fat pad*: Cells were trypsinized and suspended in Matrigel at a 1:1 ratio, and 5000 cells were injected directly into the eighth MFP of anesthetized 6–10-weeks-old female Balb/c mice. Caliper measurements of subcutaneous tumor growth were taken twice weekly and the tumor volume was calculated as *L* × *W*^2^, where *L* is the greatest cross-sectional length across the tumor and *W* is the length perpendicular to *L*. Luciferase-labeled tumor progression was monitored once weekly using an IVIS Lumina optical imaging system and Nano-Glo Luciferase Assay substrate (Promega) as per the manufacturer’s instructions.

*Axillary LN*: Mice were anesthetized, depilated, and subjected to surgical implantation of 5000 (4T1) or 4 × 10^4^ (EO771.LMB) cells in a total volume of 1 μl HBSS. Injections were performed using a dissecting microscope and a 10-μl Hamilton syringe and custom-made microtip Pasteur pipette. Caliper measurements of tumor growth were taken twice weekly, and the tumor volume was calculated as *L* × *W*^2^, where *L* is the greatest cross-sectional length across the tumor and *W* is the length perpendicular to *L*. Luciferase-labeled tumor progression was monitored once or twice weekly using an IVIS Lumina optical imaging system and RediJect Luciferase Assay substrate (Promega) as per the manufacturer’s instructions. Metastasis index was determined by dividing the number of mCh cells identified by flow cytometry by the average size of the primary AxLN tumor.

*Tail vein*: Mice were injected with 5 × 10^3^ or 1 × 10^5^ 4T1 cells in HBSS by tail vein, after which mice were monitored daily for health. Mice were sacrificed and analyzed at the indicated time point post injection.

### Ex vivo cell line establishment and analysis

Tumors were excised (under aseptic conditions for propagation) in a laminar flow tissue culture hood and minced using a sterile scalpel blade in digestion medium. For direct analysis, tissue was minced using scissors. Minced tissue was digested for 1 h in 0.125% collagenase II, 0.1% hyaluronidase, 15 U/ml DNase, and 2.5 U/ml dispase. Cells were then pelleted, subjected to ACK red blood cell lysis, and then pelleted and analyzed by flow cytometry or plated in 10-cm dishes containing complete RPMI medium and antibiotics as appropriate. For passaging and subsequent culture, ex vivo 4T1 sub-clones were selected with 6-thioguanine for several days until pure colonies were observed.

### Flow cytometry analysis

Fluorescently labeled 4T1 cells were stained with Live/Dead fixable violet dye (Thermo Scientific) for 15 min, after which cells were washed and suspended in FACS buffer (1% bovine serum albumin in PBS containing 0.5 mM EDTA). Then, cells were analyzed using a Cyan (Beckman Coulter) or Attune NxT (Life Technologies) flow cytometer. FCS files were analyzed using FlowJo software (version 10; FlowJo LLC).

### H&E staining

Tissues were fixed in 10% buffered formalin for at least 24 h, after which they were embedded in paraffin and sectioned in 4–5 μm sections. Sections were mounted onto Fisher Superfrost Plus slides and then deparaffinized and stained with H&E by the UNC Animal Histopathology Core. Stained slides were imaged using a Leica DMi8 inverted microscope at ×200 magnification. Images were scored using CellProfiler open source image analysis software (CellProfiler). Tumor diameters were measured manually by counting pixels for the largest diameter of each identified tumor.

### Colony formation assay

After treatment, cells were trypsinized, counted, and 1000 or 5000 cells were plated in triplicate in 6-well plates containing complete RPMI medium and drug, as indicated. Cells were allowed to grow under standard conditions for at least 4 days until colonies were observed. For staining, 1 ml of crystal violet stain (0.05% crystal violet, 1% formalin, 1% methanol in PBS) was added to the cells. Cells were destained in deionized water, and images were taken using an Epson office scanner under film settings. To quantify stain, crystal violet was extracted using 1.5 ml of 1% SDS, followed by absorbance measurement at 612 nm wavelength light on a BioTek luminometer plate reader. Readings were also conducted in triplicate for each sample.

### DNA methylation detection

Bisulfite-converted DNA was generated and purified from 4T1 sub-clones using the EZ DNA Methylation-Direct kit (Zymo Research). Bisulfite-converted DNA was then amplified by PCR using primers designed with the assistance of MethPrimer^50^: Fwd, GGTTAGAGTTTTATTTTTAGTTTTTAG; Rev, CTACAAAAAACTATACCCTCCTC.

PCR products were purified (Qiagen QIAquick PCR Purification kit) and then directly DNA sequenced (Eton Bioscience).

### Statistical analysis for in vitro and in vivo experiments

Between 5 and 15 mice were assigned per treatment group; this sample size gave ~80% power to detect a 50% change in tumor weight with 95% confidence. Results for each group were compared using Student’s *t* test (for comparisons of two groups) and analysis of variance (for multiple group comparisons). For values that were not normally distributed (as determined by the Kolmogorov–Smirnov test), the Mann–Whitney rank-sum test was used. A *P* value < 0.05 was deemed statistically significant. All other statistical tests for in vitro and in vivo experiments were performed using GraphPad Prism 7 (GraphPad Software, Inc., San Diego, CA). The multiple hypothesis testing correction of these results was made using the false discovery rate.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The microarray data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) data bank, accession code (GSE136031).

# Supplementary material for: Histone deacetylase 11 inhibition promotes breast cancer metastasis from lymph nodes
**Source:** Nat Commun. 2019 Sep 13;10:4192. doi: 10.1038/s41467-019-12222-5
**Supplement:** Supplementary file 1 — Supplementary Information

Histone deacetylase 11 inhibition promotes breast cancer metastasis from lymph nodes

Patrick L. Leslie, Yvonne L. Chao, Yi-Hsuan Tsai, Subrata K. Ghosh, Alessandro Porrello, Amanda E.D. Van Swearingen, Emily B. Harrison, Brian C. Cooley, Joel S. Parker, Lisa Carey, Chad V. Pecot

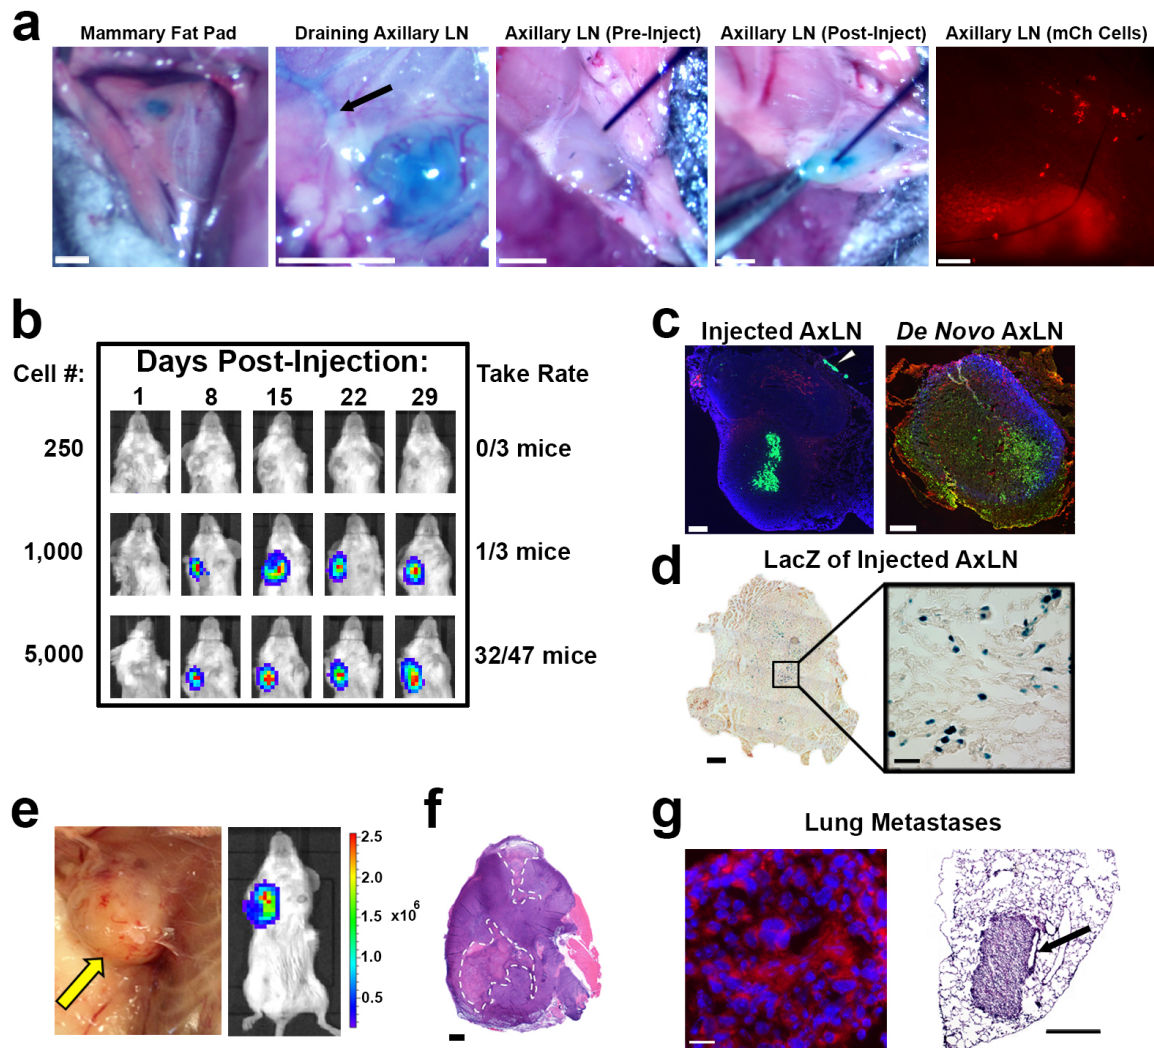

Supplementary Figure 1. Optimization of the LN micro-injection model. **a**, Patent Blue V was injected into the 8th MFP (first image from left), which can be observed in the draining lymphatics (indicated by an arrow in the 2nd image) to the sentinel axillary lymph node. The third and fourth photo show an axillary LN before and after micro-injection. 4T1 mCh/rL cells can be detected in the axillary LN after injection (fifth image). **b**, Take-rates of 4T1 mCh/rL cells are detected in AxLN post-injection by IVIS imaging. **c**, Micro-injected and de novo AxLN mets are detected by fluorescence imaging. **d**, Micro-injected lacZ-expressing 4T1 cells are detected in the AxLNs after X-gal exposure. **e**, Gross appearance of AxLN tumors 6 weeks post-injection and corresponding IVIS imaging. **f**, H&E staining of micro-injected AxLNs 6 weeks post-injection. Dashed lines indicate regions of necrosis. **g**, De novo lung metastases are observed by fluorescence microscopy and H&E staining 6 weeks after AxLN micro-injection.

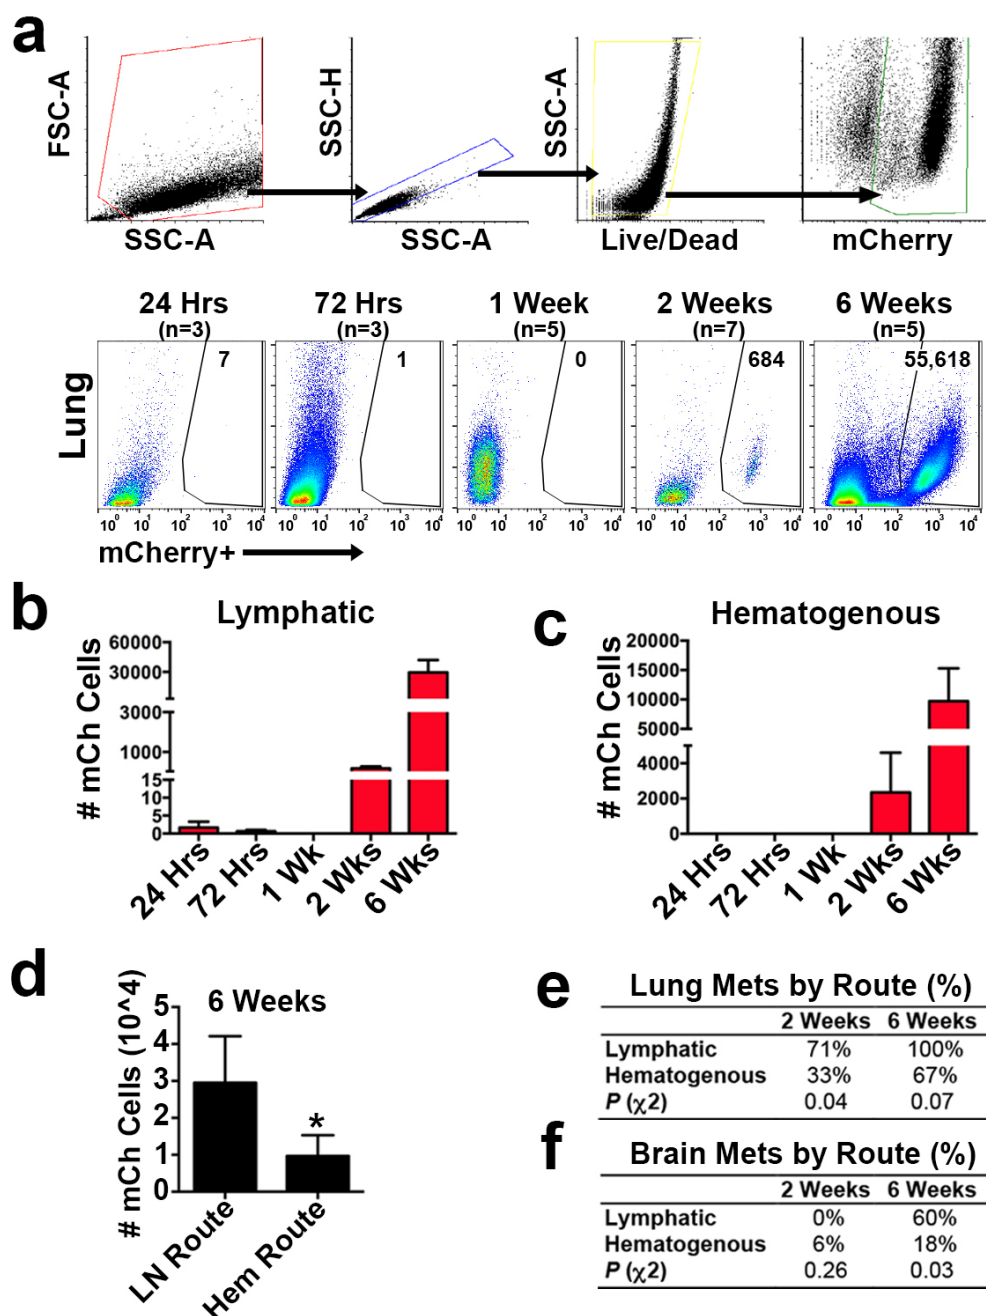

Supplementary Figure 2. Kinetics of distant metastasis formation after AxLN micro-injection. **a**, Representative FACS gating strategy (top) and plots (bottom) to detect the number of mCherry (mCh)-positive cells at the indicated time points for the lungs following AxLN micro-injection ($n=3-7$ for each time point as denoted above panels). **b-d**, LN-microinjected and TV-injected 4T1 mCh/rLuc cells ($n=5,000$ cells/mouse by each route) were compared for lung metastasis efficacy. Statistical significance was measured by unpaired one-sided students t-test. **e+f**, Statistical analysis comparing lung (a) and brain metastasis efficiency at 2- and 6-weeks post-injection for LN-microinjected and tail vein-injected mice. Statistical significance determined by chi-squared contingency test. p-values are indicated as * = $p<0.05$

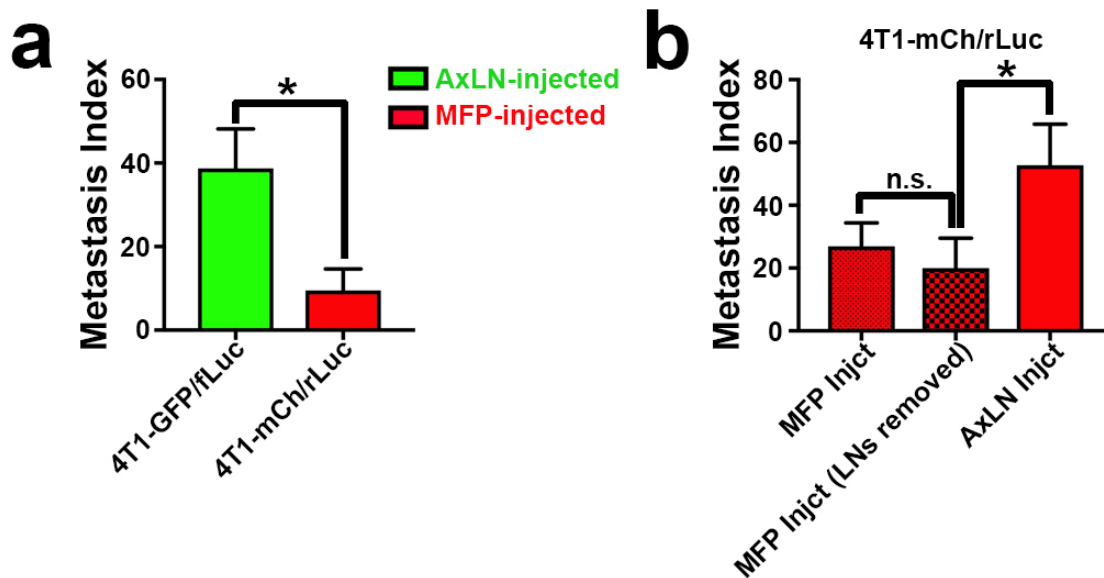

Supplementary Figure 3. Relative distant metastasis by injection route. **a**, Distant lung metastases were determined by FACS analysis by swapping the reporter cell lines. Equal numbers of cell lines (5×10^3) were injected into their respective microenvironment, 4T1-GFP/rLuc lines were micro-injected into the axillary LN and 4T1-mCh/rLuc lines were injected into the mammary fat pad (MFP) of the same mouse ($n=4$ mice). **b**, Comparison of distant lung metastasis by FACS analysis when 4T1-mCh/rLuc lines were injected into the MFP in mice with intact axillary LNs, into MFPs after axillary LNs were resected, or following micro-injection into the axillary LNs ($n=8-10$ mice/group). In both experiments, all read-outs were determined at the same time when tumors in any group reached ~ 1.5 cm in greatest dimension. Statistical significance was measured by an unpaired one-sided student's t-test (**a**) and (**b**) Mann-Whitney test; * = $p < 0.05$.

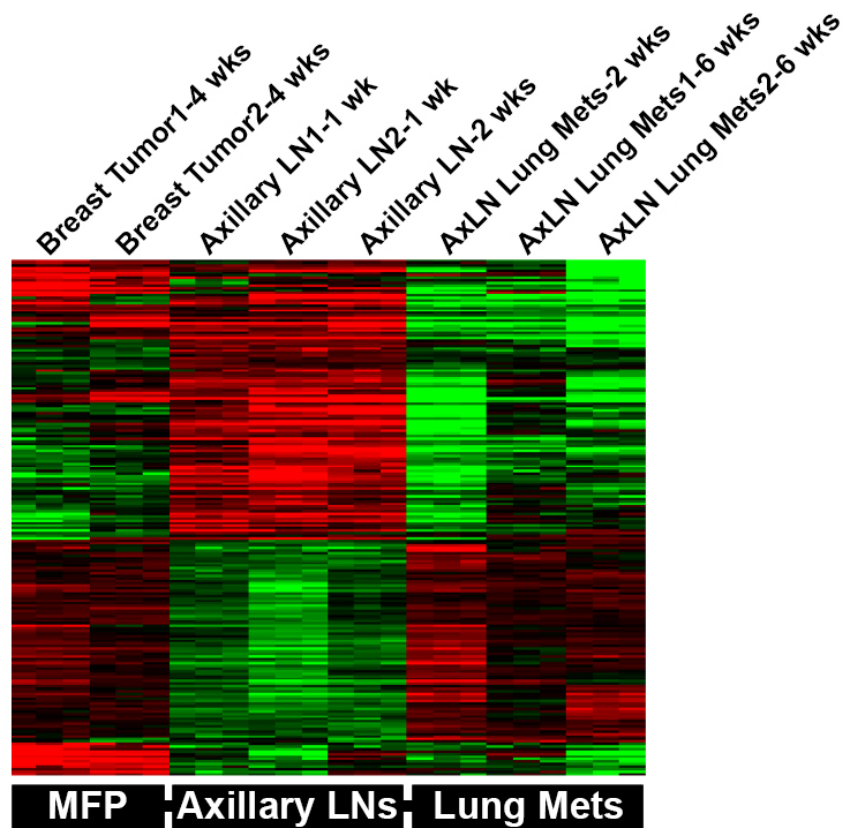

Supplementary Figure 4. Microarray analysis of 4T1 sub-clones from the mammary fat pad, axillary lymph nodes (AxLN) and AxLN-derived lung metastasis. Composite microarray results for the 206 genes that are up- or down-regulated in both pairwise tissue comparisons (refer to Figure 2c+d).

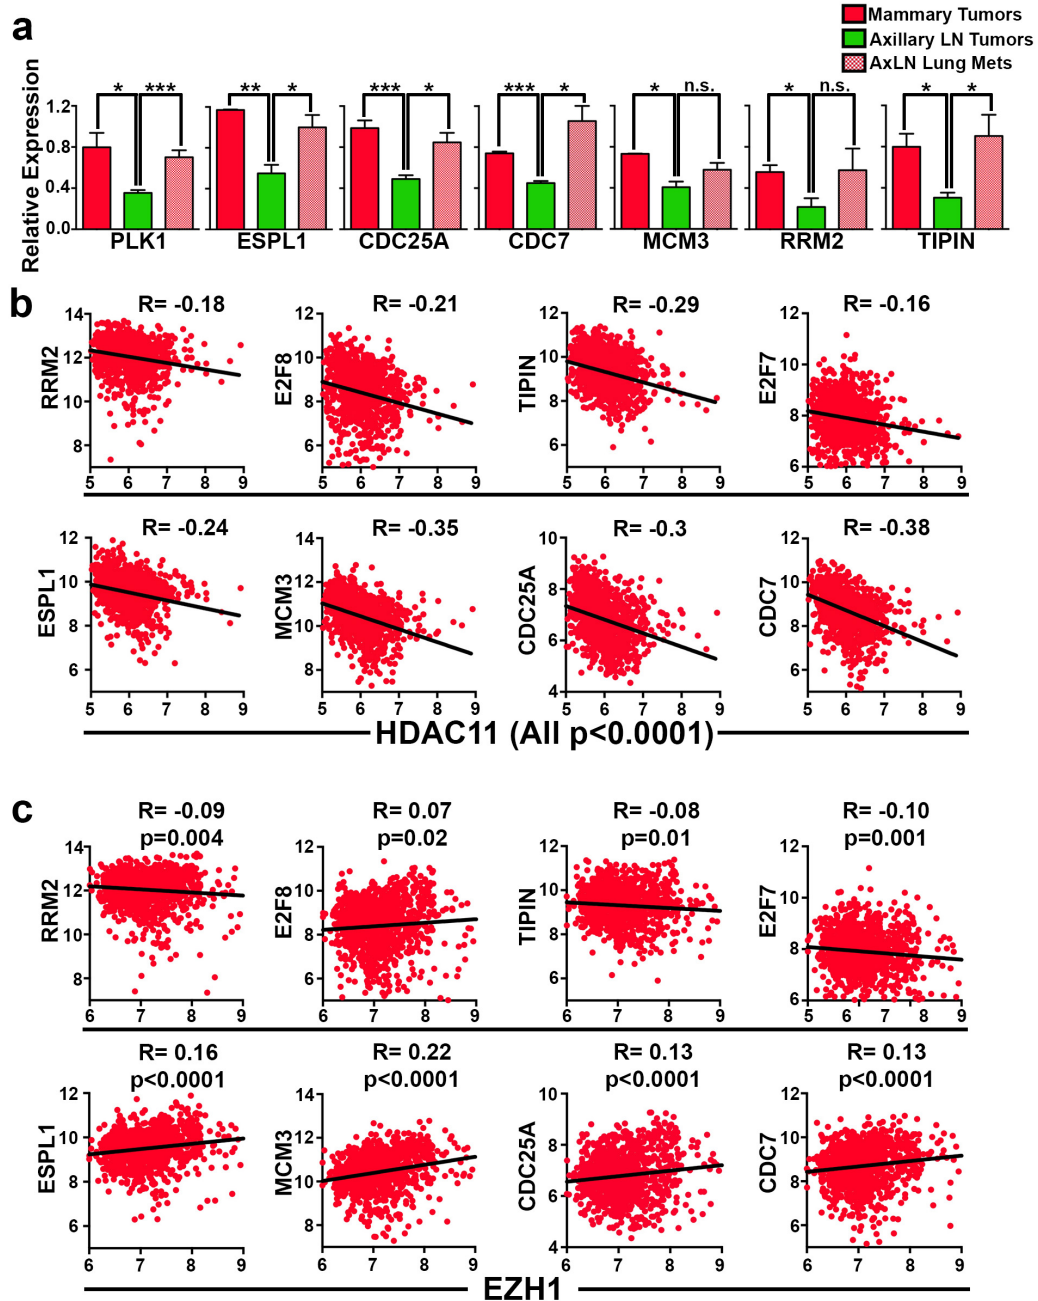

Supplementary Figure 5. HDAC11 expression negatively correlates with the expression of several down-regulated AxLN genes. **a**, RT-qPCR validation of target gene expression in MFP, AxLN, and lung met sub-clones. Statistical significance was measured by unpaired students t-tests. Cancer cell line encyclopedia analysis of HDAC11 **b**, and EZH1 **c**, expression levels relative to several down-regulated AxLN genes. Pearson's correlation was used to determine statistical significance. p-values are indicated as * = $p < 0.05$, ** = $p < 0.01$, *** = $p < 0.001$.

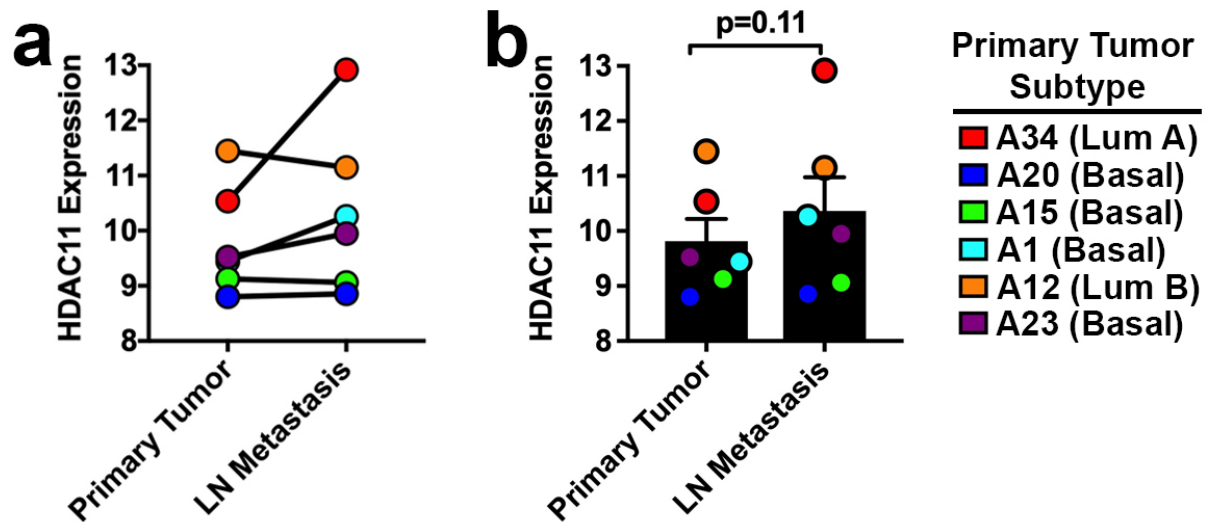

Supplementary Figure 6. HDAC11 expression patterns in matched breast cancer samples from the Rapid Autopsy Program. **a**, HDAC11 expression patterns by RNAseq of matched primary and LN metastasis obtained from the Rapid Autopsy Program. **b**, Average expression levels of HDAC11 between primary tumors and LN metastasis. Statistical significance was measured by a paired one-sided students t-test.

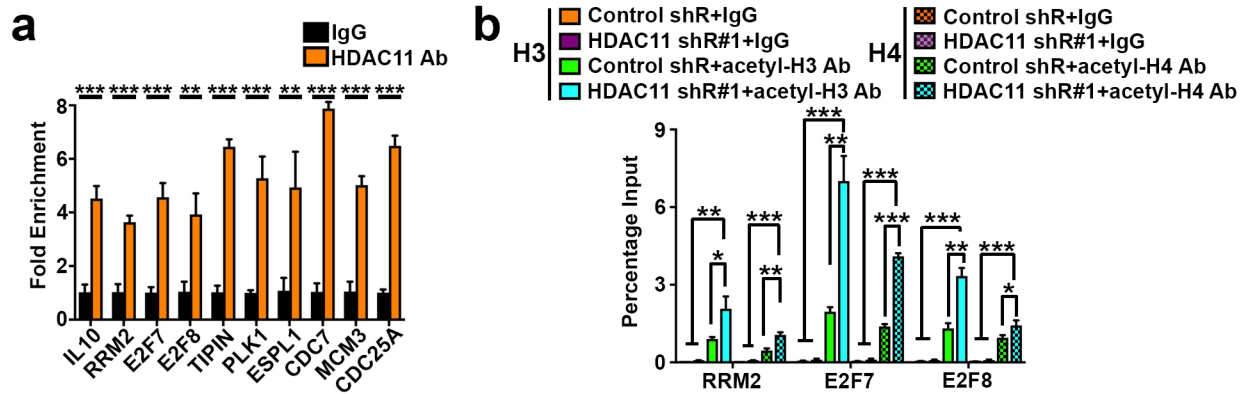

Supplementary Figure 7. Chromatin immunoprecipitation of HDAC11 and acetylated H3 and H4. **a**, Levels of immunoprecipitated FLAG-HDAC11 in the promoter region of a set of down-regulated array genes in 293T cell lines. Statistical significance was measured by students two-sided t-tests. **b**, Levels of immunoprecipitated promoter regions for RRM2, E2F7 and E2F8 in E0771.LMB cell lines stably expressing either control or HDAC11 shR when pulling down with either IgG control, acetyl-H3 or acetyl-H4 antibodies. Statistical significance was measured by ANOVA. * = $p < 0.05$, ** = $p < 0.01$, *** = $p < 0.001$.

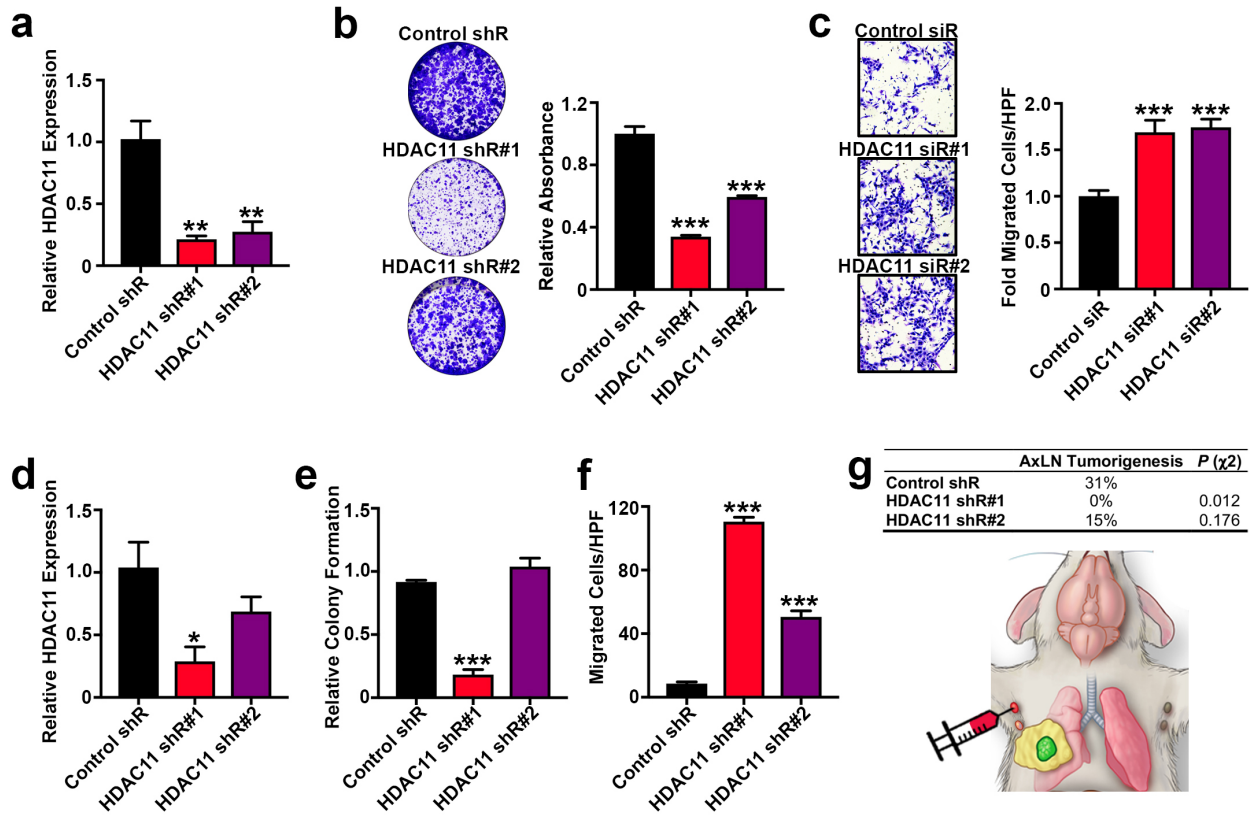

Supplementary Figure 8. HDAC11 silencing blocks colony formation and tumorigenicity but increases migration. **a**, Relative expression of HDAC11 in 4T1-mCh/rL cells stably expressing control shRNA or two different HDAC11 shRNAs. **b**, Representative images of colony formation assays for 4T1 cells subjected to treatment with HDAC11 shRNAs. The graph shows the quantitation of the crystal violet dye. **c**, Representative images and quantification of a transwell migration assay for 4T1 cells following transient knock-down of HDAC11. **d**, Relative expression of HDAC11 in E0771.LMB cells stably expressing control shRNA or two different HDAC11 shRNAs. **e**, Relative colony formation and **f**, transwell migration of E0771.LMB cell lines. **g**, Take-rates of LN-microinjected E0771.LMB shHDAC11 cell lines compared to shCtrl cells (n=13-14 mice/group). P-value obtained using a chi-squared contingency test. Statistical significance (**a-f**) was measured by unpaired two-sided students t-tests; * = p<0.05, ** = p<0.01, *** = p<0.001.

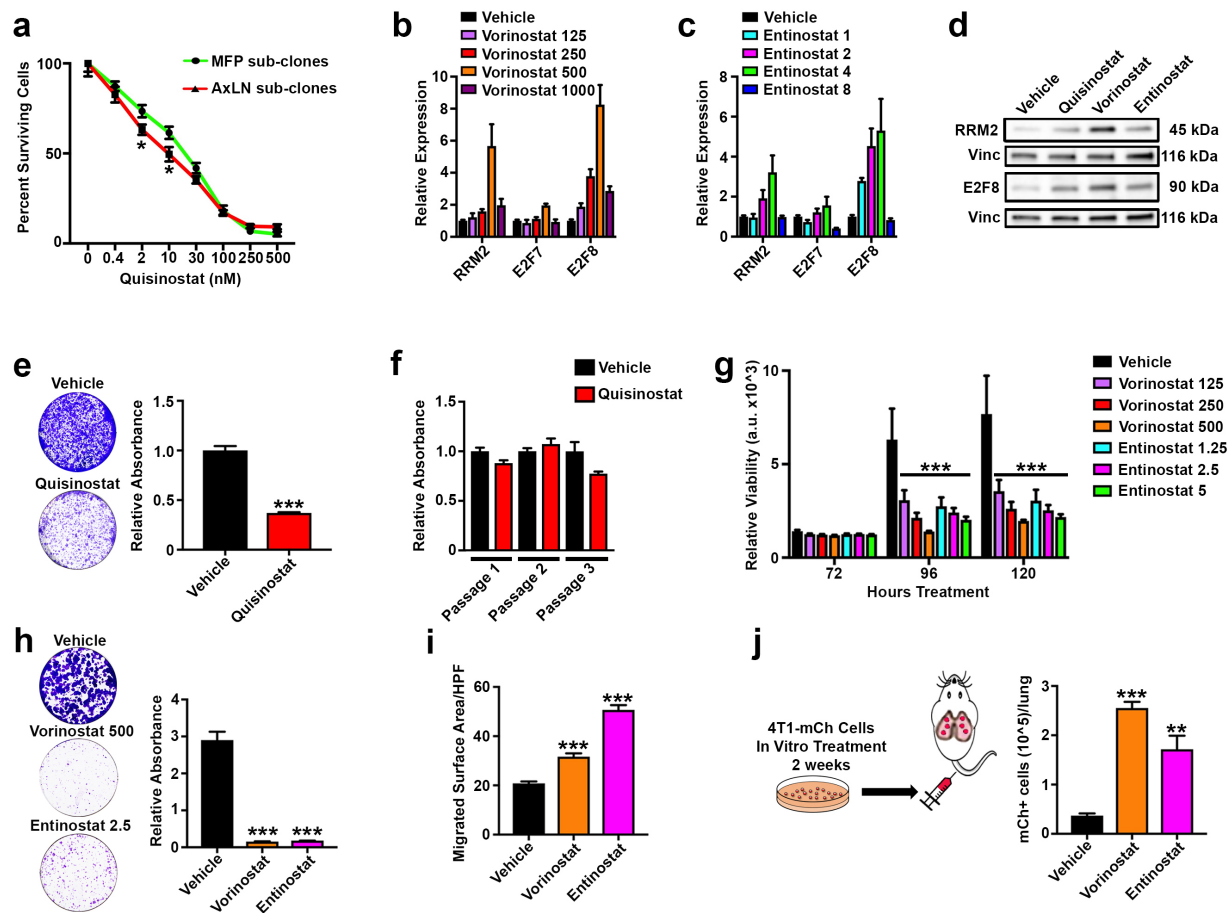

Supplementary Figure 9. HDAC inhibitors block cancer cell growth but promote migration and metastasis. **a**, Alamar Blue cell growth assay for 4T1 ex vivo MFP and AxLN sub-clones treated with the indicated concentrations of quisinostat. **b**, RT-qPCR analysis of HDAC11 target genes in 4T1 cells treated with the indicated concentrations of vorinostat, or **c**, entinostat. **d**, Western blots for RRM2 and E2F8 following 4T1 treatment with vehicle versus several HDAC-inhibitors. **e**, Representative colony formation images of vehicle versus quisinostat-treated 4T1 cells. The graph to the right shows the quantification of crystal violet stain. **f**, Quantification of crystal violet stain for colony formation results from 4T1 cells that were treated with quisinostat, and then drug was withdrawn before plating for three successive passages post-drug withdrawal. **g**, Alamar Blue cell growth assay for 4T1 cells treated with the indicated concentrations of vorinostat and entinostat at the indicated time points. **h**, Representative colony formation assay results for 4T1 cells treated with 500 nM vorinostat or 2.5 μ M entinostat. The graph to the right shows the quantification of the crystal violet stain. **i**, Quantification of migrated cells by transwell migration assay after treatment of 4T1 cells with vorinostat (500 nM) or entinostat (2 μ M). **j**) Schematic of TV injection of in vitro-pre-treated 4T1 cells with 500 nM vorinostat or 2 μ M entinostat. The graph to the right shows the flow cytometry-based quantification of the mCh-positive cells observed per mouse lung, $n = 4-5$ mice/group. Statistical significance was measured by unpaired two-sided students t-tests; p-values are indicated as * = $p < 0.05$, ** = $p < 0.01$, *** = $p < 0.001$.

# Supplementary material for: Histone deacetylase 11 inhibition promotes breast cancer metastasis from lymph nodes
**Source:** Nat Commun. 2019 Sep 13;10:4192. doi: 10.1038/s41467-019-12222-5
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

For detailed descriptions for data collection, please refer to methods sections "Rapid autopsy analysis" and "microarray analysis".

Data analysis

For detailed descriptions for data analysis, please refer to methods sections "Rapid autopsy analysis" and "microarray analysis". In brief, the following software packages were used for these analyses: R software package "ape", using all detected somatic mutations for each of the patients we calculated a pairwise distance between sample pairs via the Jensen-Shannon distance (JSD) using the R software package "phyloseq". For the microarray data, the generation (starting from the raw data) and normalization of the RNA expression values was performed using the robust multi-array algorithm (RMA). All remaining analyses were performed using R software. For in vitro and in vivo analyses: Results for each group were compared using Student t test (for comparisons of two groups) and analysis of variance (for multiple group comparisons). For values that were not normally distributed (as determined by the Kolmogorov-Smirnov test), the Mann-Whitney rank sum test was used. A P value less than 0.05 was deemed statistically significant. All other statistical tests for in vitro and in vivo experiments were performed using GraphPad Prism 7 (GraphPad Software, Inc., San Diego, CA). The multiple hypothesis testing correction of these results was made using the FDR.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The microarray data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) data bank, accession code (GSE136031).

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Between 5 and 15 mice were assigned per treatment group, based on the specific experiment; this sample size gave approximately 80% power to detect a 50% change in tumor weight with 95% confidence.
Data exclusions	No data were excluded from analyses
Replication	In all experiments we aimed to verify replication and reproducibility by using 3-4 biologic replicates for gene signatures (microarrays), molecular profiling with RNA and protein (qPCR and western blots), in vitro phenotypes (colony formation and migration assays). For in vivo experiments we confirmed our key findings with different breast cancer models (4T1 and EO771.LMB) and also with several different compounds (HDAC inhibitors) with potent inhibition of HDAC11 (quisinostat, vorinostat, entinostat).
Randomization	Where possible, for all in vivo experiments, post cell injection mice were randomized within cages and randomly distributed to cages prior to labeling their groups. Groups were then assigned at random across the different cages prior to treatment.
Blinding	Our animal studies core performed all treatment of mice in our study. This core is blinded to the expected results, allowing us to reduce any potential biasing from treatment.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology
☐	☒ Animals and other organisms
☐	☒ Human research participants
☒	☐ Clinical data

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	Anti-RRM2 was purchased from Novus Biologicals (1:1000, NBP131661), anti-E2F7 was purchased from Novus (1:1000, NBP1-80266), anti-E2F8 was purchased from Novus (1:1000, NBP152650), anti-vinculin was purchased from Sigma (1:1000, V9131).
Validation	Novus Statement regarding antibodies: Recombinant protein encompassing a sequence within the center region of RRM2. The exact sequence is proprietary. Validated for western blot use in mice and humans. The E2F7 antibody is a rabbit polyclonal antibody against E2F7 and was validated on Western blot. The E2F8 antibody used an immunogen for this product that maps to a region between residue 817 and 867 of human E2F Transcription Factor 8 using the entry NP_078956.2 (GeneID 79733). This is confirmed to bind E2F8 in human and mouse for western blot. The Sigma antibody for vinculin is validated to work in mouse and human for western blotting.

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)	4T1 cells were obtained from the ATCC and maintained in RPMI containing 10% FBS. EO771.LMB cells were generated by and obtained directly from Robin Anderson (Peter MacCallum Cancer Center).
Authentication	4T1 cells were fingerprinted by the ATCC, EO771.LMB were authenticated by Dr. Anderson prior to shipping

Mycoplasma contamination

All cells were routinely tested for mycoplasma using a Lonza MycoAlert Detection kit (LT07-418).

Commonly misidentified lines
(See [ICLAC](#) register)

N/A

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

Adult Balb/c were purchased from Taconic Farms and C57Bl/6 mice were purchased from Jackson Labs.

Wild animals

N/A

Field-collected samples

N/A

Ethics oversight

These animals were cared for according to guidelines set forth by the American Association for Accreditation of Laboratory Animal Care and the U.S. Public Health Service policy on Human Care and Use of Laboratory Animals. All mouse studies were approved and supervised by the University of North Carolina at Chapel Hill Institutional Animal Care and Use Committee.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Human research participants

Policy information about [studies involving human research participants](#)

Population characteristics

From the UNC Breast Cancer Rapid Autopsy Program, all clinical samples were obtained and prepared following informed consent and institutional review board approval for UNC Chapel Hill.

Recruitment

Breast cancer patients from the rapid autopsy program were recruiting in UNC's breast medical oncology clinic.

Ethics oversight

UNC's institutional review board

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

Fluorescently labeled 4T1 cells were stained with Live/Dead fixable violet dye (Thermo Scientific) for 15 minutes, after which, cells were washed and suspended in FACS buffer (1% bovine serum albumin in PBS containing 0.5 mM EDTA).

Instrument

Cells were analyzed using a Cyan (Beckman Coulter) or Attune NxT (Life Technologies) flow cytometer.

Software

FCS files were analyzed using FlowJo software (version 10; FlowJo LLC).

Cell population abundance

The mCherry-positive population was defined based on fluorescence intensity of 4T1-mCherry cells compared with 4T1 unlabeled cells.

Gating strategy

The starting cell population was gated to include only high FSC/SSC to remove debris, then doublets were excluded by side scatter plot. Live cells were then gated using the Live/Dead Fixable Violet stain. The "dead" cell population was defined using a heat-treated control.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

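The data are intensities from 48 Affymetrix Mouse Gene 2.1 ST arrays of 4T1 cells: 8 arrays of the parental lines (4T1-GFP/fL and 4T1-mCh/rL, 4 each) and 40 arrays of 13 sub-clones grown ex vivo from MFP tumors, AxLN tumors, AxLN-LuM and TV-LuM, with 3 arrays for each sub-clone and 1 more for MFP tumor 1. The authors summarized the arrays with RMA in Affymetrix Expression Console, whose version the paper's text does not name, plate by plate, scaled the 2 plates by the ratio of their cumulative expression and combined them. The deposited values are intensities on a linear scale, from 1.11 to 10561.01, with array medians of 8.53 to 9.15. The mean sums of the plates have a ratio of 1.0, so the values are on one scale as deposited. No pair of arrays was identical (0 identical pairs). The number of arrays and sub-clones limits the precision.

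Log2 values were computed here from the deposited intensities. Of 41345 probe sets, 23521 are listed with a single gene symbol, 1814 with several and 16010 with none; 23328 of the first were matched to the reference genes by Entrez ID, 20158 were protein-coding, and they stand for 18964 genes. For the 996 genes with more than 1 such probe set, the brightest was used. The plate is given in the labels for 12 arrays. For the other 36 it was taken from the values, as a technical batch only. The difference between the plates in the parental arrays gave a profile over the 2000 probe sets that differed most among 11556 with a geometric mean over 50, and the deviation of each array from the mean of all arrays was regressed on it. The labelled plates of the MFP tumor 1 arrays, which took no part in the profile, served as a check and were all met. Slopes were at most -0.126 on plate 1 and at least 0.163 on plate 2, with 24 arrays on each. From each array the mean of both parental lines on its plate was subtracted for each probe set. The arrays of a sub-clone were averaged, and the sub-clone was the replicate. Arrays of one sub-clone on one plate differed with an SD of 0.183 to 0.240 on the log2 scale.

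The comparisons were made with limma 3.58.1 (lmFit and eBayes) in R 4.3.3 over 11561 genes with a mean at or above the 50th percentile of all probe sets, on the 8 sub-clones that the paper used (2 MFP, 3 AxLN and 3 AxLN-LuM), with one spread for the 3 groups (5 residual degrees of freedom and 3.07 from the prior). A gene was called at a Benjamini-Hochberg adjusted p under 0.05. The contrasts were AxLN minus MFP, AxLN-LuM minus AxLN, AxLN-LuM minus MFP, and AxLN minus the mean of both others. TV-LuM sub-clones were compared with each group in a fit of 11 sub-clones, and the parental lines with each other with plate as a covariate. The 27 gene lists, covering the cell cycle, E2F factors, chromatin modifiers, epithelial and mesenchymal genes, interferon, stress, metabolism, cytokines, matrix and markers of host cells, were fixed before the data were examined, as were the comparisons, the screening rule and all alternatives but the one named below. They were tested with camera (preset correlation 0.01, and with an estimated correlation) and fry, with Benjamini-Hochberg adjustment over 104 tests, and the mouse Reactome pathways that come with fgsea 1.28.0 (15 to 300 measured genes) over 2340 tests. The GO terms of the paper were not used here. List members were matched by current symbol.

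The screening rule of the Methods was run on the linear values: a mean of at least 1.5 times or at most 0.5 times the mean of the 8 parental arrays in a sub-clone, a range at or above the 25th percentile, each array of the sub-clone on one side of every parental array, then every array of one group beyond every array of the other. The overlap was taken between MFP against AxLN and AxLN against AxLN-LuM, as in Fig. 3c; the Methods merge every pair of the 3 comparisons, which was run as the union of the pairwise overlaps. Over-representation among its genes used Fisher's exact test, two-sided, against the 18964 genes that entered the rule. Correlations across the 13 sub-clones were computed with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3 in Python 3.11.15, with Pearson's r and Spearman's rho, 100000 permutations, exact tests within plates and adjustment over 16 relations. Figures were drawn with matplotlib 3.10.9.

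The genes given by name are those the paper names for these samples, up to 10 in each direction with the largest change in each comparison with complete separation of sub-clones and an unadjusted p under 0.001 where none was called, the 10 with the largest difference in each direction of the screening rule, and up to 4 members of each list named. The genes of Fig. 3h were known from the paper beforehand. Ccnf and Zeb2 lie on probe sets with several symbols and were left out.

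The alternatives were no baseline or plate removed, the own parental line as baseline, plate as a covariate, quantile normalization, arrays as replicates with and without the sub-clone as a random block or the replicate number as a block, all mapped arrays, TV-LuM sub-clones in the fit, no intensity filter or the 75th percentile, a minimum log2 change of 0.5 (treat), and each sub-clone left out in turn. The fit with plate took means per sub-clone and plate and included the parental lines. MFP tumor 1 and each parental line therefore entered it on both plates, as if these were separate replicates. For the screening rule they were no scaling, parental arrays of the same plate, a lower limit of 1/1.5, no range filter, other baseline filters, the union of the pairwise overlaps, all probe sets, all mapped arrays and each sub-clone left out. The lower limit of 1/1.5 together with the union was chosen after the values were seen. On simulated sub-clones with the same groups and the spread of each gene, 100 genes were changed by a log2 of 1 and 100 by a log2 of 2 in AxLN. In AxLN minus MFP limma called 53 and 89 of them with 2 false calls, in AxLN-LuM minus AxLN 63 and 90 with 5, and in AxLN minus the mean of both others 67 and 93 with 3. With 1 of 27 lists raised in the same data, camera called that list with 0 false calls; the simulated genes varied independently of each other, so this does not test how camera handles correlation between genes. On simulated arrays, the screening rule found 100 of 100 raised genes of each size with 0 false calls. These arrays had noise between arrays but no spread between sub-clones, and no gene was lowered. The result therefore tests neither false calls from differences between sub-clones nor the lower fold limit.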

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

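The tests of plate, of exchanged labels and of poor arrays below, and those of the reporter lines and of plate for the integrated stress response, were chosen after the result was seen.

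A lung sub-clone that the paper did not use lay far from the other AxLN-LuM sub-clones in its cell cycle genes. In AxLN-LuM 5 at day 14, marked removed, the gap to the nearest of the other 3 AxLN-LuM sub-clones, as a share of the range of all 4, was 0.888 for Cdc6, 0.855 for Fam83d, 0.976 for Plk1 and 0.994 for Cdca3, and for list medians 0.834 for S phase markers, 0.891 for G2/M markers and 0.914 for the genes of Fig. 3h lower in AxLN. In AxLN tumor 1 at day 14, also marked removed, E2f7 stood apart from the other AxLN sub-clones with a share of 0.893. In all, 8 of 64 groups had such a far sub-clone, 7 of them through AxLN-LuM 5, where chance gives 3.2. Its G2/M median over the parental lines was -1.57, against 0.08 to -0.10 in the AxLN-LuM sub-clones that were used.

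Both sub-clones marked removed lay on the far side of their groups: AxLN-LuM 5 at day 14 was on the AxLN side for 88.0% of the 92 genes high or low in AxLN alone, with Hdac11 at 2.43 over the parental lines, and AxLN tumor 1 at day 14 was on the AxLN side for 8.7%. Host cells from the lung in the culture of AxLN-LuM 5 are argued against by its markers, whose highest median over the 6 host cell lists was 0.012, and poor arrays by an SD between arrays of at most 0.214, within the 0.188 to 0.229 of the other sub-clones and lines. An exchange of their labels stays open: AxLN tumor 1 at day 14 had a mean correlation of 0.079 with the used AxLN-LuM sub-clones, lower than the 0.287 with AxLN and 0.271 with MFP sub-clones, but the AxLN-LuM sub-clones had one of -0.002 among themselves and 0 of them correlated best with their own group, so the value decides nothing. A single wrong label of AxLN-LuM 5, whose mean correlation was 0.545 with AxLN and 0.124 with AxLN-LuM sub-clones, stays open too. A difference between mice stays open and was not tested, while the day of harvest alone does not set them apart, since used sub-clones of both groups were also harvested on day 14.

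Hdac11 was higher and the genes of Fig. 3h were lower in the AxLN sub-clones that were used. Plate is argued against by the Hdac11 differences within plates, the lower of which was 1.12. These rest on few used sub-clones, with only AxLN tumor 1 day 7 for AxLN on plate 1. On plate 2 only MFP tumor 1 and AxLN-LuM 1 day 43 stand for the other groups. Host cells in the cultures are argued against by their markers, with a highest list median of 0.035 over all members in AxLN minus both other groups and levels of at most 4.23 for Col1a1, 3.78 for Lyz2 and 2.54 for Ptprc in any sub-clone, after a selection with 6-thioguanine in the Methods; over the few members above the intensity filter the medians were 0.61 for macrophage and 0.35 for fibroblast markers, and the most abundant of these, Fbln2, Pdgfra, Cd14 and Cd68, are expressed by the parental lines themselves, at log2 levels of 10.55, 6.62, 6.32 and 6.30, while the marker that moved most, Postn, was higher in AxLN by 2.74, from a parental level of 5.74, and highest in TV-LuM 1 at day 14 (10.48). The reporter lines differed in the same direction for 11 of 11 genes, but by a median of 0.11 against 0.73 between AxLN and MFP sub-clones, so this may be a part and not the whole. The day of harvest was not tested and is largely tied to site. The used AxLN sub-clones came from days 7 and 14, MFP from day 28 and AxLN-LuM from days 14, 36 and 43. At day 14 Hdac11 stood at 1.28 in AxLN tumor 2 and -0.39 in AxLN-LuM 1, single sub-clones. A response to the lymph node stays a candidate explanation, found and examined on the same samples, and Hdac11 stood at 0.07 in AxLN tumor 1 at day 14, which was not used.

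Integrated stress response genes, which the paper does not discuss, had a median of -0.55 in AxLN-LuM minus AxLN. Both groups carry mCh/rL, so by design a difference between the reporter lines does not enter. Plate is argued against by a within-plate median of -0.53 on the plate nearer to 0. That check rests on AxLN tumor 1 day 7 alone for AxLN on plate 1 and on AxLN-LuM 1 day 43 alone for AxLN-LuM on plate 2. Against MFP sub-clones, relative to each sub-clone's own parental line, the difference was -0.073, as a difference between the reporter lines would give, and the design cannot separate site from reporter there. The sub-clones marked removed ran the other way, with medians over the parental lines of 0.841 in AxLN-LuM 5 at day 14, the highest of the 13, and -0.174 in AxLN tumor 1 at day 14. Conditions in the node or of culture and the day of harvest stay open as explanations and were not tested.

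In TV-LuM sub-clones, which were not part of the gene comparisons of the paper, Hdac11 stood 1.37 over the parental lines in TV-LuM 1 at day 38, 1.098 in TV-LuM 2 at day 14 and 0.41 in TV-LuM 1 at day 14. Between the parental reporter lines, whose expression the paper did not compare, limma called 1484 genes with the 4 arrays of each line as replicates, so that a single line stands against a single line.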

How the results depend on the processing

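The alternative with both a lower limit of 1/1.5 and the union was chosen after the result was seen. The cause of the changes below was not tested, except that fewer or more replicates change a count by construction. All 32 alternatives of the 16 correlations, which leave out the farthest or the removed sub-clones, kept their direction and side of the threshold (within plates all 32 values were negative and 11 had an exact p over 0.05, n = 7 each), as did 5 of 5 for the sub-clones not used, 53 of 54 for over-representation (epithelial, 0.544 with genes that differed from the parental lines as background), 1992 of 2355 for single genes, 440 of 528 for gene lists, 103 of 125 for gene counts and 52 of 90 for the screening rule. The 2355 are values of 109 single-gene results under their alternatives, of which 353 values passed only under the alternative, 106 with arrays as replicates, 105 with the replicate block, 89 with the sub-clone as a random block, 51 with plate as a covariate, 1 relative to the own parental line and 1 without AxLN-LuM day 14.

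Genes called in AxLN minus MFP, 0 at first, numbered 2197 with arrays as replicates, 99 with the sub-clone as a random block and 1838 with the replicate block. In AxLN-LuM minus AxLN they numbered 75 with plate as a covariate, 3422, 518 and 3162, and 0 to 6 with 1 sub-clone left out (6 without AxLN-LuM day 36, 2 without day 14). In AxLN-LuM minus MFP they were 1 relative to the own parental line, 5 with plate, 1004, 34 and 790, and in AxLN minus the mean of both others 110, 3240, 492 and 2949. With arrays as replicates, TV-LuM differed from AxLN-LuM in 2857, from AxLN in 3075 and from MFP in 2678 genes, and TV-LuM minus AxLN gave 0 to 3 genes with 1 sub-clone left out (3 without TV-LuM 2 day 14). The replicate block rests on weak pairing: arrays with the same number had a mean correlation of 0.011 and others -0.006, and 20 of 24 arrays correlated best with their own number.

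By the screening rule, MFP against AxLN gave 333 genes at first, 517 with 1/1.5, 1079 without the filter against the parental lines, 99 with all mapped arrays, and 327 to 1037 with 1 sub-clone left out. AxLN against AxLN-LuM gave 236, then 566 without that filter, 8 with all mapped arrays and 236 to 570, and MFP against AxLN-LuM 116, then 305, 75 and 116 to 448. The overlap of 101 became 161 with 1/1.5, 240 without the filter, 0 with all mapped arrays, 210 with 1/1.5 and the union, and 106 to 218. The 92 genes in AxLN alone became 147, 224, 141 with all probe sets, 0 with all mapped arrays, 148 and 91 to 199. Left out in turn, MFP tumor 2 gave the highest counts against AxLN (1037), AxLN-LuM day 36 against AxLN-LuM (570) and AxLN tumor 1 day 7 in the overlap (218).

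Directions turned for 6 single-gene results, in 10 alternatives counted over all of them. With all mapped arrays, AxLN-LuM minus AxLN was -0.012 for Fam83d, 0.00 for Mcm3, -0.27 for Plk1, -0.063 for Cdca3 and -0.035 for Espl1. Hdac4 was -0.028 relative to the own parental line, -0.13 with all mapped arrays, -0.32 on plate 1 and -0.058 to 0.18 with 1 sub-clone left out.

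With an estimated correlation the adjusted p was 0.580 for S phase, G2/M, DNA replication, E2F and Rb, Fig. 3h and integrated stress response genes in all 3 contrasts and for cytokines, 0.613 for epithelial and unfolded protein response genes, 0.738 for interferon and 0.742 for cholesterol. By fry it was, for AxLN minus MFP, AxLN-LuM minus AxLN and AxLN minus the mean of both, 0.270, 0.219 and 0.207 for S phase, 0.207 in each for G2/M, 0.327, 0.270 and 0.251 for DNA replication, 0.270, 0.270 and 0.251 for E2F and Rb, 0.142 in each for Fig. 3h, and 0.272, 0.207 and 0.207 for the integrated stress response. For AxLN minus the mean of both it was 0.509 for epithelial, 0.672 for interferon, 0.6 for cholesterol, 0.339 for unfolded protein response genes and 0.399 for cytokines. With all mapped arrays the adjusted p was 0.0365 for G2/M in AxLN-LuM minus AxLN, with the direction reversed, 0.169 for G2/M against the mean of both, 0.162 for DNA replication, 0.125 for E2F and Rb and 0.923 for Fig. 3h in AxLN-LuM minus AxLN, 0.963 for cholesterol, and, reversed, 0.923 for histone deacetylases, 0.609 for mesenchymal and 0.895 for lung epithelium genes, while matrix (0.008), fibroblast (0.046) and macrophage genes (0.0122) passed. Relative to the own parental line, the direction turned for histone methyltransferases (0.936), DNA methylation (0.964), MHC class I (0.747), endothelial genes (0.964) and the integrated stress response in AxLN minus MFP (0.788). Without a baseline it turned for mesenchymal (0.837) and adipocyte genes (0.787), and with arrays as replicates for mesenchymal genes (0.923). With 1 sub-clone left out the adjusted p ran from 0.00427 to 0.0683 for E2F and Rb in AxLN-LuM minus AxLN, 1.7e-11 to 0.0740 for interferon, 8.8e-07 to 0.524 for cholesterol, 0.0324 to 0.266 for p53 targets, 0.0465 to 0.458 for macrophage, 0.0859 to 0.998 for MHC class I, 0.133 to 0.998 for hypoxia, 0.69 to 0.998 for mesenchymal, 0.599 to 0.982 for endothelial and 0.446 to 0.970 for lung epithelium genes.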

Differences from the paper's values

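The tests behind these differences were set before the data were examined, apart from the lower limit of 1/1.5 together with the union of the pairwise overlaps, which was chosen after seeing the values. For each comparison the screening criteria were those the Methods state, with the lower limit read as at most 0.5 times the parental mean. Genes were kept when they passed both comparisons with AxLN, as in the Venn diagram of Fig. 3c, whereas the Methods keep a gene shared by any pair of the 3 comparisons; that merging is the union of the pairwise overlaps below.

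The paper reports 206 genes in both pairwise comparisons, and 101 were found here. Among the alternatives set before the data were examined, the count lay within 1.5 times the paper's with a lower limit of 1/1.5 (161), without the filter against the parental lines (240), with the union of the pairwise overlaps (144), with all probe sets (151), and without MFP tumor 2 (171), AxLN tumor 1 day 7 (218), AxLN tumor 2 day 14 (157), AxLN-LuM day 36 (165) or AxLN-LuM day 43 (152). It did not without scaling (101), with parental arrays of the same plate (102), without the range filter (101), with a gene passing in any sub-clone (104), with all mapped arrays (0), or without MFP tumor 1 (136), AxLN tumor 2 day 7 (109) or AxLN-LuM day 14 (106). With 1/1.5 together with the union, chosen after seeing the values, the count was 210, and this setting drops 0 of the 12 genes of Fig. 3h that could be measured.

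The paper reports 152 genes up- or down-regulated in AxLN alone, and 92 were found here. The count lay within 1.5 times with 1/1.5 (147), without the filter against the parental lines (224), with all probe sets (141), and without MFP tumor 1 (107), MFP tumor 2 (152), AxLN tumor 1 day 7 (199), AxLN tumor 2 day 14 (146), AxLN-LuM day 36 (148) or AxLN-LuM day 43 (138), and with 1/1.5 and the union, chosen after seeing the values (148, with 0 of the 12 genes of Fig. 3h dropped). It did not without scaling (92), with parental arrays of the same plate (94), without the range filter (92), with a gene passing in any sub-clone (95), with the union alone (93), with all mapped arrays (0), or without AxLN tumor 2 day 7 (99) or AxLN-LuM day 14 (91).

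Among the patterns, the paper's Fig. 3d shows about 79 up-down-up genes, read by eye, and 19 were found. The count was within 1.5 times with 1/1.5 (74) and under no other alternative set before the data were examined. For up-up-down, Fig. 3d shows about 29 genes, read by eye, and 4 were found, and for up-down-down about 21, read by eye, and 3 were found. Both came within 1.5 times with the union (28 and 21) and under no other such alternative. For down-down-up Fig. 3d shows about 2, read by eye, and 0 were found, which 1/1.5 alone brought within 1.5 times (3). With 1/1.5 and the union, chosen after seeing the values, up-down-up had 74, up-up-down 28 and up-down-down 25 genes, while down-down-up had 6, which is not within 1.5 times, and down-up-up 3. The down-up-down count (73) and the down-up-up count (2) match those of Fig. 3d.

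The paper states from Fig. 3h that HDAC11 and EZH1 are significantly higher in AxLN clones. The legend of that figure names RT-qPCR and ANOVA, while the text presents it with the array results, so the assay behind the statement is not settled. On the arrays, with sub-clones as replicates, Hdac11 was higher by 1.23 with an adjusted p of 0.278 and Ezh1 by 0.57 with an adjusted p of 0.309. Both were called, and so were Rrm2 and E2f8, with arrays as replicates, with the sub-clone as a random block and with the replicate block, against the mean of both other groups. These fits take their degrees of freedom from the arrays and not from the sub-clones. Hdac11 was also called with plate as a covariate, in a fit that counts repeats of MFP tumor 1 and of the parental lines as replicates.

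The paper states that gene ontology analysis found genes of AxLN to be mostly of the cell cycle, at an unadjusted p under 0.01 for its terms, which were not used here. After adjustment no Reactome pathway of 681 was over-represented here among the genes of the screening rule. At an unadjusted p under 0.01, 10 pathways passed among the 19 low genes, among them DNA Replication (p = 0.00377, Fisher's exact test) and S Phase (p = 0.00544), and 0 among the 73 high genes, of which 6 belong to the integrated stress response. The low genes tested here were fewer than those of Fig. 3d. The fixed lists of S phase, DNA replication and E2F and Rb genes were over-represented among the 19 low genes. Their members there, Cdc6, Tipin, E2f7 and E2f8, are genes of Fig. 3h that the study chose on the same samples. This over-representation is therefore not independent evidence.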

Other observations

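The count of Reactome pathways under other groupings and the count of separated genes with all mapped sub-clones were chosen after the result was seen.

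Lists of inflammatory, interferon and epithelial genes were called by camera with the preset correlation, and none of these calls held with an estimated correlation. Of 25 cytokines and chemokines, 19 were higher in AxLN than in the mean of MFP and AxLN-LuM sub-clones (median 0.59, adjusted p = 1.3e-04 by camera, adjusted p = 0.580 with an estimated correlation), among them the interleukin gene Il1a (3.30, SE 1.54), the neutrophil attractants Cxcl5 (3.16, SE 0.97) and Cxcl1 (2.404, SE 0.68) and Ccl20 (2.36, SE 0.51). The medians were -0.10 on plate 1 and 1.15 on plate 2. All 27 type I interferon response genes were higher in AxLN (median 0.68, adjusted p = 9.98e-05, adjusted p = 0.738 with an estimated correlation), such as the interferon brake Usp18 (1.81, SE 0.96) and the regulator Irf7 (1.36, SE 1.02), yet the median was -0.30 on plate 1 and 1.41 on plate 2. The list stood at 2.52 and 2.02 over the parental lines in the AxLN tumor 2 sub-clones, at 2.30 in AxLN-LuM day 36 and at 0.76 in AxLN tumor 1 day 7. Of 24 epithelial genes 23 were higher (median 0.32, adjusted p = 1.1e-04, adjusted p = 0.613 with an estimated correlation), including the splicing factor Esrp1 (1.33, SE 0.60) and Prom2 (1.00, SE 0.43), with within-plate medians of 0.57 and 0.42.

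Unfolded protein response genes were lower in AxLN (13 of 15, median -0.32, adjusted p = 0.00228, adjusted p = 0.613 with an estimated correlation, within plates -0.33 and -0.19), as with Sdf2l1 (-0.64, SE 0.17) and Manf (-0.40, SE 0.13). Cholesterol synthesis genes were lower too (18 of 19, median -0.33, adjusted p = 0.00723, adjusted p = 0.742 with an estimated correlation), but with medians of 0.25 on plate 1 and -0.61 on plate 2. Lists that were not called in this contrast were p53 targets (adjusted p = 0.0827), of which 4 were higher when adjusted over the list alone, with Trp53inp1 at 1.29, macrophage (0.166), fibroblast (0.255), glutathione and NRF2 (0.305, with 1 gene, the cystine transporter Slc7a11, higher by 1.37 when adjusted over the list alone), matrix and proteases (0.356, 1 higher when adjusted over the list alone), mitochondrially encoded (0.356), DNA methylation (0.592), hypoxia (0.613), adipocyte (0.613), MHC class I (0.653), lung epithelium (0.830), endothelial (0.972) and mesenchymal genes (0.972). Lymphocyte markers had 0 members above the intensity filter. Of the genes of the epithelial-mesenchymal transition and the cytokine that the paper names, Cdh1 was higher in AxLN by 0.42 (SE 0.27, adjusted p = 0.581 from limma), Zeb1 by 0.10 and Il10 by 0.02, both near the background, and Twist1 differed by -0.19 (adjusted p = 0.753).

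Between the parental lines, with the 4 arrays of each single line as replicates, limma called 717 genes higher in mCh/rL and 767 in GFP/fL cells; this count does not allow for differences between separately made lines. Among the first were Txnip (1.67), Ddit4 (1.53), Trib3 (1.39) and Gpt2 (1.38), and the integrated stress response had a median of 0.65; Mmp3 was lower (-1.22). Hdac11 differed by 0.04 and Rrm2 by -0.12. TV-LuM sub-clones, whose reporter the labels do not state, differed from AxLN-LuM, AxLN and MFP sub-clones in 0 genes by limma, with 1159, 1305 and 1005 genes at an unadjusted p under 0.05.

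The paper relates HDAC11, but not EZH1, to the same cell cycle genes across cell lines of another dataset. Across the 13 sub-clones here, Hdac11 and Rrm2 had a Pearson r of -0.879 (permutation p = 2.0e-05, adjusted p = 6.4e-05 over 16 relations) and a Spearman rho of -0.907 (permutation p = 1.2e-04, adjusted p = 3.5e-04). Without AxLN-LuM 5 day 14 and AxLN tumor 2 day 7, the sub-clones farthest from the median of Hdac11, r was -0.777 (permutation p = 0.0054), and within plates 1 and 2 it was -0.831 and -0.908 (exact p = 0.00992 and 0.00258, n = 7 each). For Hdac11 and E2f8 r was -0.942 (permutation p = 1e-05, the smallest that 100000 permutations can give, rho -0.918), without the same sub-clones -0.890, and within plates -0.872 and -0.949. For Ezh1 and Rrm2 r was -0.952 (permutation p = 1e-05, rho -0.879), -0.912 without the farthest, and -0.970 and -0.932 within plates. All 16 relations of Hdac11 and Ezh1 with the 8 genes were negative with an adjusted permutation p under 0.05, from -0.958 for Ezh1 with Cdc7 to -0.568 for Hdac11 with Cdc25a (permutation p = 0.0413). Hdac11 with Mcm3 was -0.386 on plate 1 (exact p = 0.434) and Hdac11 with Cdc25a -0.391 on plate 2. The paper named these genes for opposite differences in AxLN on 8 of the 13 sub-clones, so negative relations are in part built in and the p values do not allow for it. Growth rates of the sub-clones, which the paper measured, were not analysed here.

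A hypothesis set before its test was that Hdac11 expression goes with the integrated stress response. The relation was added to the 16 others, and its p values are not adjusted. Hdac11 and this response were both higher in the used AxLN sub-clones. A positive relation is thus in part built in, and the p values do not allow for it. Across the 13 sub-clones Hdac11 and the median of that list had an r of 0.696 (permutation p = 0.00869) and a rho of 0.632 (permutation p = 0.0233), which may reflect a shared state of the cells. Without the same farthest sub-clones r was 0.499 (permutation p = 0.12) and without the sub-clones marked removed 0.586 (permutation p = 0.0602), so the call rests on these sub-clones while the direction was kept, and within plates it was 0.732 and 0.603 (exact p = 0.0946 and 0.171).

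Other groupings of the sub-clones were counted for comparisons of at least 3 sub-clones with 3 others and for AxLN against the mean of both others. With 2 MFP sub-clones, comparisons with MFP alone were counted for the screening rule and not for limma. In 239 genes every array of AxLN lay beyond every array of MFP and AxLN-LuM. Among 56 choices of 3 of the 8 sub-clones, 2 gave as many, the real one included. The highest of the others was 314, for MFP tumor 1 with AxLN-LuM days 14 and 43. So large a count was uncommon among groupings of the sub-clones that were used. It cannot exclude chance, because a mixed grouping exceeded it and the sub-clones marked removed had been left out beforehand. With all 10 mapped sub-clones the count was 0, with 183 as the highest of 100 drawn choices of 4 sub-clones; every choice reaches 0, so this says nothing on chance, but the 239 genes depend on leaving out the sub-clones marked removed. Of these genes 103 also passed against the parental lines, which 3 of the 56 choices reached, with 151 as the highest other, so chance is not excluded there. The overlap of 101 was reached by 6 of 100 ways to share out the sub-clones, with 107 as the highest other, 3 of the 6 keeping the AxLN sub-clones together, so chance is not excluded. The 1277 genes at an unadjusted p under 0.05 in AxLN minus the mean of both others were reached by 9 of 100, with 2116 as the highest other, and the 11 called gene lists by 20 of 100, with a median of 8 and a highest of 16 among the others, so chance is not excluded for either. Nor is it for the 174 Reactome pathways called in that contrast, reached by 16 of 100 with 295 as the highest other. Between 3 and 3 sub-clones the 10 splits are too few for a share under 0.05: AxLN-LuM against AxLN had 1373 genes at an unadjusted p under 0.05 and 830 as the highest other (1 of 10 as large), TV-LuM against AxLN-LuM 1159 and 1909 (3 of 10), and TV-LuM against AxLN 1305 and 894 (1 of 10). The screening rule gave 333, 236 and 116 genes, with 255, 152 and 457 as the highest of the other splits.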
